# Transcriptome analysis reveals that auxin promotes strigolactone-induced adventitious root growth in the hypocotyl of melon seedlings

**DOI:** 10.3389/fpls.2023.1192340

**Published:** 2023-06-12

**Authors:** Jingrui Li, Mi Fan, Qinqin Zhang, Guiyun Lü, Xiaolei Wu, Binbin Gong, Yubo Wang, Ying Zhang, Hongbo Gao

**Keywords:** melon, strigolactones, auxin, adventitious root, transcriptome, phytohormone

## Abstract

**Introduction:**

Strigolactone (SL) and auxin are two important phytohormones involved in plant root development, but whether they show synergistic or mutual promotion effects during adventitious root (AR) formation has not been adequately explored.

**Methods:**

In this study, we investigated the mechanisms of GR24 (synthetic SL) and indole-3-acetic acid (IAA; a type of auxin) in the formation of ARs using melon as the study material.

**Results:**

Morphological measurements showed that the AR number, length, superficial area, and volume under the GR24 treatment were 1.60–3.27, 1.58–3.99, 2.06–3.42, and 3.00–6.11 times greater than those of the control group, respectively, at 6–10 days; the GR24+IAA treatment further promoted AR formation in melon seedlings, and the AR number, length, superficial area, and volume under the GR24+IAA treatment were 1.44–1.51, 1.28–1.73, 1.19–1.83, and 1.31–1.87 times greater than those obtained with the GR24 treatment, respectively. Transcriptome analysis revealed 2,742, 3,352, and 2,321 differentially expressed genes (DEGs) identified from the GR24 *vs.* control, GR24+IAA *vs.* control, and GR24+IAA *vs.* GR24 comparisons, respectively. The GR24 treatment and GR24+IAA treatment affected auxin and SL synthesis as well as components of the phytohormone signal transduction pathway, such as auxin, brassinosteroid (BR), ethylene (ETH), cytokinin (CK), gibberellin (GA), and abscisic acid (ABA). The concentrations of auxin, GA, zeatin (ZT), and ABA were evaluated using high-performance liquid chromatography (HPLC). From 6 to 10 days, the auxin, GA, and ZT contents in the GR24 treatment group were increased by 11.48%–15.34%, 11.83%–19.50%, and 22.52%–66.17%, respectively, compared to the control group, and these features were increased by 22.00%–31.20%, 21.29%–25.75%, 51.76%–98.96%, respectively, in the GR24+IAA treatment group compared with the control group. Compared to that in the control, the ABA content decreased by 10.30%–11.83% in the GR24 treatment group and decreased by 18.78%-24.00% in the GR24+IAA treatment group at 6–10 days.

**Discussion:**

Our study revealed an interaction between strigolactone and auxin in the induction of AR formation in melon seedlings by affecting the expression of genes related to plant hormone pathways and contents.

## Introduction

Roots are important organs for efficiently obtaining water and nutrients for plant development and reproduction. The plant root system contains embryonic and postembryonic components (Birnbaum, 2016). Adventitious roots (ARs) are secondary roots that formed from stems, leaves, or other plant tissues, demonstrating the regenerative ability of plants. Melon (*Cucumis melo* L.) is one of the most consumed fruits in the world. In melon plants, the roots are fragile, the root zone is shallow, and the AR regeneration ability is weak. These characteristics cause plants to be easily injured as a result of seedling transplantation, double root-cutting grafting, or abiotic stresses such as waterlogging (Zhang et al., 2021), which prolong the seedling period, postpone the harvest, and even affect survival. Thus, the identification of an effective method for promoting AR growth when melon seedlings are transplanted or subject to abiotic stresses has recently become a vital goal for high-quality production.

AR development can be influenced by various external environmental factors, particularly damage, light, gravity, and internal phytohormones (Gutierrez et al., 2012; Lin and Sauter, 2019). Phytohormones such as auxin, cytokinin (CTK), ethylene, jasmonate (JA), gibberellin (GA), and abscisic acid (ABA) play important roles in the formation of ARs (Druege et al., 2016; Gonin et al., 2019).

Phytohormone levels and gene expression related to phytohormone signaling pathways show significant changes during AR formation (Guan et al., 2019; Betti et al., 2021). For example, indole-3-carboxylic acid, ABA, trans-zeatin, and JA levels change during AR formation in tea. Moreover, a transcriptome analysis of ARs under different light treatments showed that differentially expressed genes (DEGs) were significantly enriched in the plant hormone synthesis and transduction-related pathway, including *flavin monooxygenase* (*YUC*) and *auxin influx carrier* (*AUX1*) (Shen et al., 2022). In apple rootstock, the levels of the endogenous phytohormones indole-3-acetic acid (IAA), zeatin riboside, JA, GA, and ABA in the process of AR formation were changed, and DEGs were shown to be considerably enriched in hormone signaling-related pathways (Tahir et al., 2021). Cucumber AR formation in the hypocotyl is also regulated by genes related to hormone synthesis and the AR signaling pathway (Wang et al., 2022). These results prove that phytohormone synthesis and signal transduction are necessary for AR formation.

Strigolactones (SLs) are a novel class of phytohormones, derived from the catabolism of carotenoids, which are produced mainly in roots (Umehara et al., 2008). Researchers have studied the inhibitory effect of SLs on lateral shoot branching (Khuvung et al., 2022; Rani et al., 2023). SLs can also regulate seed germination, nutrient acquisition, symbiotic and parasitic interactions, and responses of plants to abiotic and biotic stresses (Ma et al., 2020). Recently, substantial progress has been made in revealing the mechanism of SLs in regulating root growth and development (Sun et al., 2022). Exogenous GR24 affects root development by affecting endogenous hormones in plants (Jiu et al., 2022). Increasing amounts of data indicate that SLs act synergistically with other plant hormones, especially auxin, to affect plant root development (Sun et al., 2022). Moreover, auxin may regulate SL biosynthesis to modulate apical dominance (Ferguson & Beveridge, 2009). However, in the process of AR formation, it is unclear whether there is a synergistic or mutually promoting relationship between SL and auxins.

It is likely that the application of exogenous phytohormones can affect endogenous phytohormone levels and then trigger the expression of genes required for AR formation. To explore the relationships between GR24 and auxin in AR formation in melon seedlings, we investigated melon hypocotyl AR growth traits, gene expression, and phytohormone levels in response to exogenous GR24 and GR24+IAA treatments. This study reveals the mechanism by which SLs and auxin exert a protective effect on AR formation in melon seedlings.

## Materials and methods

### Plant materials

Melon seeds of ‘Xizhoumi No. 25’ were placed in culture dishes with wet filter paper and then cultured in an incubator at 28°C. After the radicle sprouted, the seedlings were transplanted into a 50-hole tray with a peat:vermiculite mixture at a ratio of 2:1. Melon seedlings were cultured in a greenhouse at 27°C/18°C (day/night), with a photoperiod of 14/10 hours (day/night) and humidity of 75%.

### SL and auxin treatments

When the melon seedlings were in the four-leaf stage, the uniform seedlings were divided into three groups, and their roots were cut. The seedlings were subjected to the following hormone treatments:

1) control treatment (Control): the hypocotyls of melon seedlings were submerged in water.
2) SL treatment (GR24): the hypocotyls of melon seedlings were submerged in 0.1 mg/L of GR24.
3) SL and IAA treatment (GR24+IAA): the hypocotyls of melon seedlings were submerged in 0.1 mg/L of GR24 and 250 mg/L of IAA.

After treatment, the cut hypocotyls of 12 plants in each treatment were placed in liquid nitrogen for RNA-Seq, and 30 plants from each treatment group were cultured in half-strength Murashige and Skoog medium for AR formation.

### Analysis of AR growth

After 6, 8, and 10 days, the number, length, surface area, and volume of ARs were measured by the MICROTEK scanner (MRS-9600TFU2L, MICROTEK, Hsinchu, Taiwan).

### RNA extraction and RNA-Seq analysis

The total RNA of melon ARs of different treatments (mixing three seedlings per replicate) was extracted. The quality of each RNA sample was evaluated on 1% agarose gels. RNA purity was determined by the NanoPhotometer^®^ spectrophotometer (Implen, CA, USA), and the RNA integrity was checked by an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA).

The sequencing libraries were obtained by the Illumina HiSeq 4000 platform. The low-quality reads (over 50% Qphred values ≤20 bases in a read) and raw reads with adaptor and unknown nucleotides were removed; the filtered clean reads were mapped to the reference genome of *C. melon* (http://cucurbitgenomics.org/v2/organism/23).

Fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) were used to calculate the gene expression levels and the principal component analysis (PCA). DEGs were determined using the NOISeq method (R/Bioc package) with a Noisy Distribution Model and shown by a volcano diagram. The screening criteria for DEGs were *p*-value ≤0.05 and |log_2_Fold change| ≥ 1.0. Gene Ontology (GO) enrichment analysis of DEGs was carried out. GO terms with *p*-values lower than 0.05 were significantly enriched in DEGs. KOBAS software was used to determine the statistical enrichment of DEGs in the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of DEGs.

### Gene expression analysis of RNA-Seq data

To validate the accuracy of transcriptome profiling, total RNA from different treatments was used for cDNA synthesis. A first-strand reverse transcriptase kit (Takara, Japan) was used to synthesize first-strand cDNA using total RNA as a template. qRT−PCR was performed on the CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using ChamQ Universal SYBR q-PCR Master Mix (Vazyme Biotech Co., Ltd., Nanjing, China). The specific primers for 13 genes were designed using Primer Premier 5.0 (**Table S1**), and *CmActin* (*MELO3C008032*) was used as the internal reference gene. Three biological replicates were performed. Relative expression levels were calculated using the 2^−ΔΔCT^ method.

### Auxin, GA, ZT, and ABA quantification

After 6, 8, and 10 days of treatment, 1 g of melon ARs was ground into powder using liquid nitrogen. Then, 8 ml of 80% precooled methanol was added, and the sample was extracted for 12 h at 4°C in the dark and centrifuged for 15 min. The supernatant was transferred, nitrogen was added to cool the aqueous phase base at pH = 8.0, 0.2 g of polyvinylpolypyrrolidone (PVPP) was added to remove impurities, and the sample was centrifuged for 5 min. The supernatant was added to 3 ml of ethyl acetate for extraction, dried with nitrogen, redissolved in 2 ml of 20% methanol, poured into a C18 column for purification, and passed through a 0.22-μm filter for membrane filtration. A 10-μl aliquot was subjected to analysis on an Agilent 1260 high-performance liquid chromatograph (with an ultraviolet detector), and ZORBAX Eclipse Plus C18 columns (5 μm, 250 × 4.6 mm) were used for reversed-phase high-performance liquid chromatography. The detection wavelength was 254 nm, the column temperature was 30°C, and the flow rate was 0.5 mg/L. The endogenous hormone level was calculated by the external standard method.

### Statistical analysis

The data were analyzed by SPSS 20.0 software, using the one-way method ANOVA.

Duncan’s multiple intervals were used to analyze significant differences, and differences were considered statistically significant at a level of *p*-values <0.05.

## Results

### Effects of GR24 and IAA on ARs in melon

As shown in **Figure 1A**, the GR24 treatment and GR24+IAA treatment significantly affected AR growth. The AR number under the GR24 treatment was 1.60–3.27 times higher than that in the control group at 6–10 days. The GR24+IAA treatment further increased the AR number to 1.44–1.51 times that of the GR24 treatment group at 6–10 days (**Figure 1B**). The GR24 treatment significantly increased the AR length to 1.58–3.99 times greater than that of the control group at 6–10 days. Moreover, the AR length under the GR24+IAA treatment was 1.28–1.73 times higher than that of the control group at 6–10 days (**Figure 1C**). At 6–10 days, the AR superficial area of the GR24 treatment group was 2.06–3.42 times greater than that of the control group, and that under the GR24+IAA treatment was 1.19–1.83 times greater than that of the GR24 treatment group (**Figure 1D**). The GR24 treatment significantly increased the AR volume at 6–10 days to 3.00–6.11 times the volume of the control group. Moreover, under the GR24+IAA treatment, the AR volume was 1.31–1.87 times higher than that under the GR24 treatment at 8–10 days (**Figure 1E**). The results showed that GR24 promoted the growth of melon ARs and that GR24+IAA further promoted their growth.

**Figure 1:**
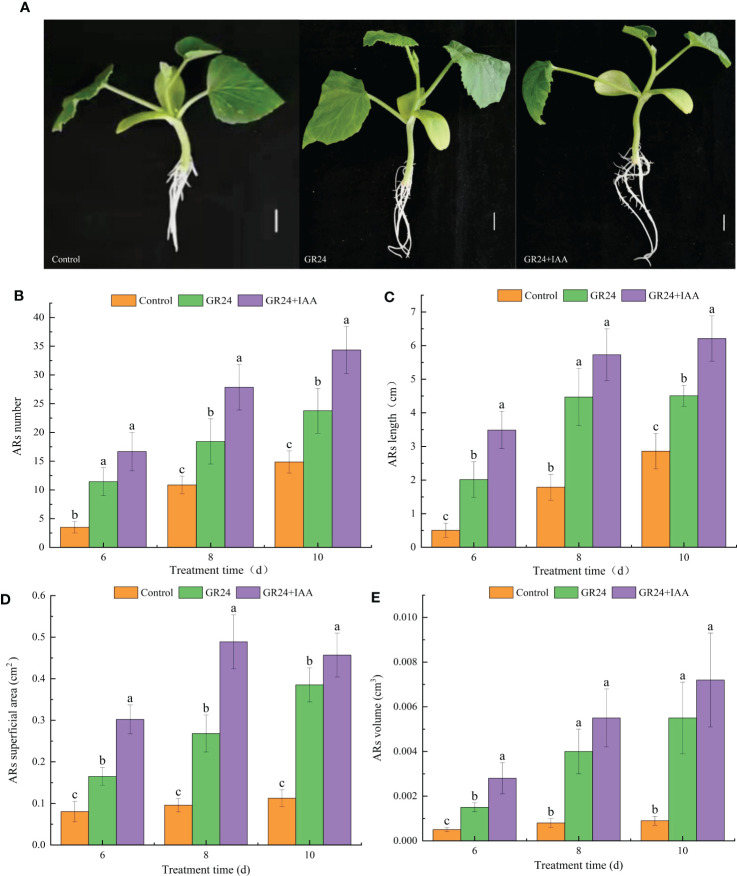
Effects of GR24 and IAA on ARs in melon. **(A)** Phenotypes of ARs under control, GR24, and GR24+IAA treatments. Bar = 1 cm. **(B)** AR number, **(C)** AR length, **(D)** AR superficial area, and **(E)** AR volume. Error bars show the standard error value. ARs, adventitious roots. The different letters represent significant differences (P < 0.05).

### Mapping and quantitative assessment of Illumina sequencing data

A total of 449,208,638 raw reads were produced, 449,118,796 qualified reads were obtained, 419,672,281 reads (approximately 95.2%) were mapped, and 411,466,233 reads (approximately 93.4%) were uniquely mapped to the melon reference genome. 

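Each of the 3 treatments had 3 RNA libraries, named control 1 to 3, GR24 1 to 3 and GR24+IAA 1 to 3, of cultivar Xizhoumi No. 25. The sample records name hypocotyls as the tissue, and the paper names cut hypocotyls of 12 plants per treatment in one place and adventitious roots with 3 seedlings mixed per replicate in another, so tissue and pool size stay open. GR24 is a synthetic strigolactone, given at 0.1 mg/L, and IAA, the main natural auxin, was added at 250 mg/L. The authors deposited FPKM values of 29399 genes in the 9 libraries, with the coordinates of each gene but without the name of the genome build. Gene symbols are those of the best Swiss-Prot matches, nearly all in other species, which 58.1% of the genes have, so a symbol names the closest known protein and not a melon gene proper. Every FPKM times the gene length was a whole multiple of a constant of the library (tolerance 0.02), which gives 18102994 to 24534415 fragments per library. The FPKM denominators were proportional to median-of-ratios size factors, so the deposited values already hold that normalization. From there, log2(FPKM + 1) of the 17906 genes with FPKM of at least 1 in at least 3 libraries was fitted with limma with a mean-variance trend, and p was adjusted over these genes by the Benjamini-Hochberg method. A gene rose or fell where its adjusted p was under 0.05. The thresholds of the study were read as an unadjusted p of at most 0.05 with a log2 fold change of at least 1 in either direction. The paper does not say whether its p was adjusted. FPKM is given as mean ± SD (n = 3 libraries) and log2 fold change with its standard error (SE). The log2 fold change is a difference of log2(FPKM + 1), so for genes at low FPKM it is smaller in size than the log2 ratio of FPKM. Gene families were listed from protein names before any fold change was computed and tested with camera at a preset correlation of 0.01, with p adjusted over 168 tests. With an estimated correlation none of these list tests passed (20 did at an unadjusted p under 0.05), and that adjusted p stands beside each one. The p-values measure only the spread between these libraries, estimated for each gene over all 3 groups together. The GR24 libraries differed more from each other than those of the other groups. Tests of GR24 therefore draw on the narrower spread of the other groups too. The time labels of the libraries read day 0 for the control and day 2 for both treated groups, while the source labels read 2 days for all, so against the control a difference in sampling day cannot be told apart from treatment. Close paralogs may share reads, which these values cannot resolve.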

Over 97.72% of the clean reads were at the Q20 level, and over 93.64% of the clean reads were at the Q30 level (**Table S2**). PCA showed the grouping of each treatment, and different treatments were separated from each other in the PCA plot (**Figure S1**). 

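The first component separated the control libraries from both treated groups, and the second separated GR24 from GR24+IAA. The control libraries scored -60.6, -53.2 and -60.4 on the first component, the GR24 libraries 7.51, 25.2 and 24.9, and the GR24+IAA libraries 30.6, 42.6 and 43.5. Scores on the second component were -34.1, -11.6 and -85.2 for GR24 and 34.1, 35.6 and 35.9 for GR24+IAA. GR24 replicate 3 stood apart from its group mates. Its Pearson correlation with them across genes was 0.972 and 0.966, against 0.989 between these mates and 0.990 to 0.994 within the other groups. In this library the quintile of genes with the longest transcripts lay 0.38 below its mates (median log2) and the shortest quintile 0.22 above, and 19244 genes had fragments against 20187 to 20747 in the other libraries. Counts of photosynthesis and ribosomal protein genes that passed changed when GR24 replicate 3 was left out, and with other libraries too. Without it, 24 of 58 photosynthesis genes fell with GR24 against 8 with it. That count of 8 was 4, 4 and 2 without control replicates 1, 2 and 3 and 3 without GR24 replicate 2. From GR24 to GR24+IAA, 160 of 217 ribosomal protein genes rose without GR24 replicate 3 against 52 with it. Against the control, 86 rose with GR24 and 96 without GR24 replicate 3. The number was 4 without control replicate 3 and 148 without GR24 replicate 1. The components come from log2(FPKM + 1), centred and unscaled, and held 42.1% and 32.7% of the variance.

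**Figure D1:**
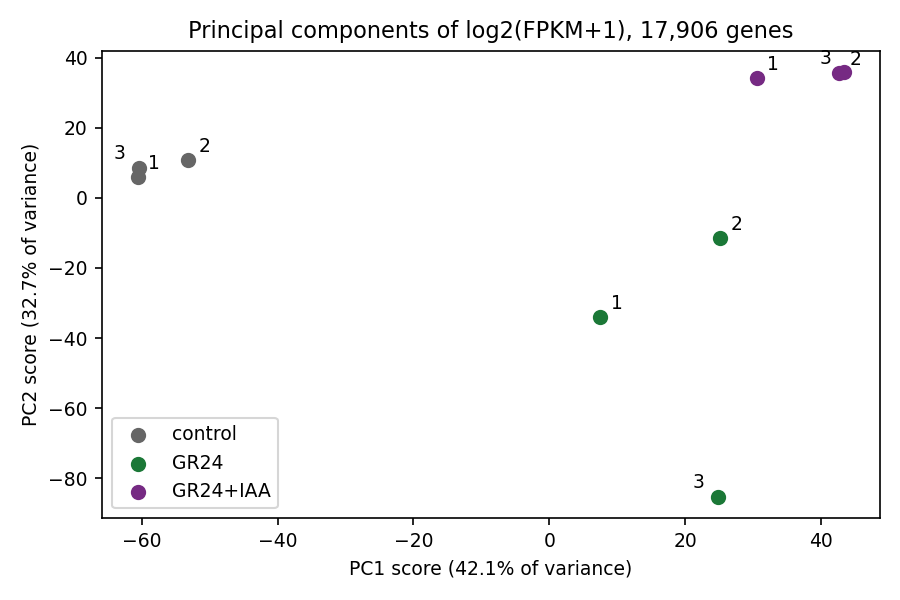
Scores of the 9 libraries on the first principal components of log2(FPKM + 1), numbered by replicate and coloured by treatment. Control libraries sit on the left, and GR24 replicate 3 sits lowest at -85.2 on the second component.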

The results suggest that the transcriptome data can be used for subsequent analysis.

### Identification of DEGs responsive to the different treatments

Global comparisons of the gene expression profiles of ARs under different treatments are shown in a heatmap (**Figure 2A**). The GR24 *vs.* control group comparison identified 2,742 DEGs, which included 1,683 upregulated and 1,059 downregulated genes. 

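The largest rise with GR24 among genes with a protein name was in a homolog of the carrot proline-rich protein DC2.15 (MELO3C013952, chromosome 6, 32859343 to 32860106), from an FPKM of 6.09 ± 1.37 in the control to 3246 ± 239.5, a log2 fold change of 8.86 (SE 0.43, adjusted p = 2.8e-05). An aquaporin of the plasma membrane, PIP2-1 (MELO3C014240, chromosome 8, 30088714 to 30090280), rose from 1.35 ± 0.559 to 74.1 ± 19.9, a log2 fold change of 5.00 (SE 0.23, adjusted p = 2.8e-05). A nitrate and a phosphate transporter rose as well. NRT2.1 (MELO3C004970) had a log2 fold change of 4.30 (SE 0.25, adjusted p = 4.7e-05) and PHT1-3 (MELO3C006428) one of 4.49 (SE 0.20, adjusted p = 2.8e-05). Among the falls, the plastid glucose 6-phosphate carrier GPT2 (MELO3C007378) went from 94.7 ± 28.7 to 2.84 ± 3.46, a log2 fold change of -4.96 (SE 0.59, adjusted p = 8.9e-04). CER1 (MELO3C022464), an enzyme of cuticular wax synthesis, went from 68.7 ± 31.8 to 2.91 ± 2.28 (log2 fold change -4.32, SE 0.84, adjusted p = 0.0085). At the thresholds of the study 1769 genes changed, 1072 of them up and 697 down, and leaving out single libraries gave 1643 to 1992, while a noise distribution written after the description of NOISeq gave 226. At an adjusted p under 0.05 from limma 1805 rose and 1569 fell, a total of 3374 that was 1827, 2095 and 1550 without control replicates 1, 2 and 3, 7927 with array weights and 2198 from the 2 groups alone.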

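CEL1 (MELO3C013770, chromosome 6, 31036064 to 31039143), an endoglucanase that cuts cell wall glucans, rose from 0.423 ± 0.217 in the control to 114 ± 78.3 with GR24+IAA, a log2 fold change of 6.13 (SE 0.54, adjusted p = 1.9e-04). The ethylene response factor ERF087 (MELO3C017826, chromosome 7, 25125138 to 25125818) had a log2 fold change of 5.50 (SE 0.26, adjusted p = 1.9e-05) and XTH9 (MELO3C018785), which rejoins xyloglucan chains, one of 3.56 (SE 0.33, adjusted p = 2.5e-04). A seed storage globulin (MELO3C019470) fell from 116 ± 28.5 to 1.42 ± 1.55, a log2 fold change of -5.76 (SE 0.40, adjusted p = 7.6e-05), and the lipid transfer protein LTP2-A (MELO3C025219) from 362 ± 222 to 14.0 ± 11.2, a log2 fold change of -4.95 (SE 0.76, adjusted p = 0.0018). From GR24 to GR24+IAA, NAC076 (MELO3C012573), a NAC domain factor, rose with a log2 fold change of 4.16 (SE 0.28, adjusted p = 1.4e-04) and PRE6 (MELO3C027290), a small helix-loop-helix protein, with one of 4.12 (SE 0.58, adjusted p = 0.0032). NRT3.1 (MELO3C002305), a partner protein of nitrate transporters, fell from 46.1 ± 3.84 to 2.46 ± 1.56, a log2 fold change of -3.86 (SE 0.27, adjusted p = 1.4e-04). At the thresholds of the study 2263 genes changed against the control, 1033 up and 1230 down, and 1524 changed between GR24+IAA and GR24, 423 up and 1101 down. With single libraries left out these totals were 2152 to 2342 and 1170 to 2116, and the genes up between GR24+IAA and GR24 numbered 336 to 697. With the noise distribution the totals were 697 and 159. Quantile normalization raised the share of rises among genes with adjusted p under 0.05 between GR24+IAA and GR24 from 37.9% to 48.8%.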

The GR24+IAA *vs.* control group comparison identified 3,352 DEGs, which included 1,529 upregulated and 1,823 downregulated genes, and the GR24+IAA *vs.* GR24 group comparison identified 2,321 DEGs, which included 631 upregulated and 1,690 downregulated genes (**Figure 2B**). 

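Some genes were higher in GR24 than in the control and higher again in GR24+IAA, and others lower at each step. TET3 (MELO3C035318), a tetraspanin of cell membranes, had FPKM of 0.268 ± 0.104, 4.63 ± 2.13 and 32.2 ± 2.34 in control, GR24 and GR24+IAA. The gibberellin 2-oxidase GA2OX2 (MELO3C030787), which inactivates gibberellins, had 2.34 ± 0.301, 10.1 ± 4.63 and 35.1 ± 6.24, and each step passed (adjusted p of 0.0035 and 0.0043). PER42 (MELO3C002457), a peroxidase, went down at each step, from 1369 ± 224 to 403 ± 68.7 and 111 ± 29.4, as did the nitrate transporter NPF6.4 (MELO3C019310), from 124 ± 16.5 to 45.0 ± 9.64 and 14.0 ± 4.92. At the thresholds of the study 28 genes were up in all 3 comparisons, 19 of them with a protein match, and 45 were down, 37 of them with a match. The count of genes up was 18 without GR24 replicate 1, 55 without GR24 replicate 2, 60 with a pseudocount of 0.1, 48 with array weights and 63 with voom, which was added after the values were seen. The count of genes down was 79 with the lower pseudocount and 86 with voom. Genes up in both treated groups against the control numbered 424 where independent lists would share 61.8, and genes down in both 454 where they would share 47.9. The control libraries serve both comparisons, and draws of unchanged groups with shared controls gave at most 12 and 11. Those draws hold no changed genes, so they do not show how much shared controls add to lists of the observed sizes.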

A total of 59 upregulated genes and 81 downregulated genes were obtained in all three comparisons (GR24+IAA *vs.* control group, GR24+IAA *vs.* control group, and GR24+IAA *vs.* GR24 group) (**Figure 2C**). The above results indicated the existence of differences between the different treatments.

**Figure 2:**
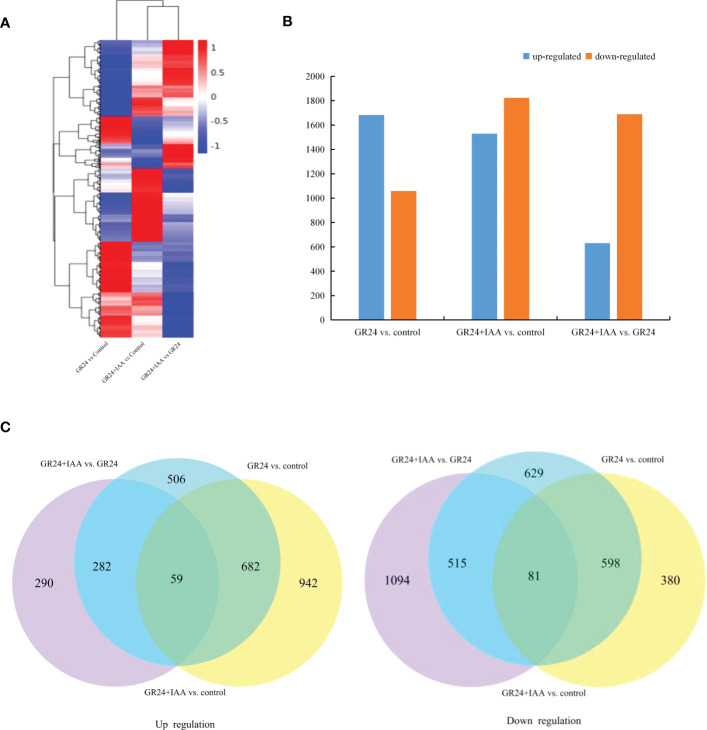
Differential gene expression in melon roots under the different treatments. **(A)** The heatmap of expression profiles of genes under the different treatments. **(B)** Numbers of upregulated and downregulated genes identified from the different comparisons. **(C)** Venn diagrams of the upregulated and downregulated genes in the three groups.

### GO enrichment analysis

Of the DEGs identified from the GR24 *vs.* control group, 2,346 were significantly enriched in 55 GO terms, which included nine biological process (BP), five cellular component (CC), and 41 molecular function (MF) terms. Among the BP terms, “cellular carbohydrate metabolic process”, “response to oxidative stress”, and “defense response” were the top three most enriched GO terms. 

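Class III peroxidases, secreted heme enzymes that use hydrogen peroxide, rose more often than they fell with GR24. Of 42 peroxidases tested, 17 rose, 2 fell and 23 did not pass (18 and 3 when adjusted over the list alone), and the list as a whole moved up (adjusted p = 4.2e-05 by camera, 0.38 with an estimated correlation). Of these, the number that fell was 1 without any single library but GR24 replicate 3 and 6 without GR24 replicate 3. PER52 (MELO3C019994, chromosome 3, 19575862 to 19577626) rose from 2.57 ± 2.38 to 472 ± 33.2, a log2 fold change of 7.25 (SE 0.37, adjusted p = 3.1e-05). Peroxidase 2 (MELO3C014653, chromosome 5, 616943 to 618444) rose from 0.725 ± 0.382 to 279.8 ± 93.7 and PER24 (MELO3C021373) from 0.0478 ± 0.0417 to 50.8 ± 3.33, with log2 fold changes of 7.32 (SE 0.38, adjusted p = 3.1e-05) and 5.63 (SE 0.57, adjusted p = 4.9e-04). PER21 (MELO3C009329) had a smaller rise, with a log2 fold change of 1.76 (SE 0.26, adjusted p = 0.0024). Among carbohydrate genes, the sucrose synthase homolog MELO3C015552 rose with a log2 fold change of 3.35 (SE 0.35, adjusted p = 5.5e-04) and the starch enzyme AGPS1 (MELO3C023310) fell with one of -3.31 (SE 0.34, adjusted p = 4.9e-04). The file holds no GO terms, so families named by protein stand in for them.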

Among the CC terms, “integral component of membrane”, “cell wall”, “external encapsulating structure”, “apoplast”, and “extracellular region” were significantly enriched. Among the MF terms, “heme binding”, “tetrapyrrole binding”, and “DNA binding transcription factor activity” were the top three most enriched GO terms (**Figure 3**). 

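Heme proteins of the cytochrome P450 family moved both ways with GR24. Of 75 cytochrome P450 genes tested, 16 rose, 11 fell and 48 did not pass (18 and 14 when adjusted over the list alone). Among them the number that rose was 8 without control replicate 1 or 3 and 10 without control replicate 2, while the number that fell was 7 without control replicate 1. CYP73A14 (MELO3C020483, chromosome 12, 134366 to 136239), a cinnamate 4-hydroxylase, rose from 0.0930 ± 0.0101 to 73.0 ± 46.8 (log2 fold change 5.89, SE 0.42, adjusted p = 1.1e-04). A rise in CYP724B1 (MELO3C021600), named after a rice enzyme of brassinosteroid synthesis, had a log2 fold change of 2.65 (SE 0.26, adjusted p = 4.4e-04), while CYP84A1 (MELO3C007884), a ferulate 5-hydroxylase, fell with one of -1.38 (SE 0.23, adjusted p = 0.0042). DNA-binding factors of the ethylene response family rose more often than they fell. Of 80 such genes tested, 23 rose, 5 fell and 52 did not pass (25 and 6 when adjusted over the list alone), among them ERF114 (MELO3C026158) with a log2 fold change of 3.11 (SE 0.20, adjusted p = 7.0e-05). In this family the number that fell was 2 without any single control library, 3 without GR24 replicate 1 and 9 without GR24 replicate 3. ERF042 (MELO3C005972) went down instead, with a log2 fold change of -2.21 (SE 0.30, adjusted p = 0.0016). As lists, P450 genes did not pass camera (adjusted p = 0.46 by camera, 0.80 with an estimated correlation), and ethylene response factors moved up (adjusted p = 0.0026 by camera, 0.38 with an estimated correlation).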

Of the DEGs identified from the GR24+IAA *vs.* control group comparison, 2,859 were significantly enriched in 58 GO terms, which included 16 BP, eight CC, and 34 MF terms. Among the BP terms, “microtubule-based process”, “movement of cell or subcellular component”, and “microtubule-based movement” were the top three most enriched GO terms. 

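More genes of microtubules and kinesin motors rose than fell with GR24+IAA. Of 93 genes tested, 51 rose, 6 fell and 36 did not pass (55 and 6 when adjusted over the list alone), and the list moved up (adjusted p = 4.3e-11 by camera, 0.47 with an estimated correlation). Here the number that fell was 3 without control replicate 1 or 2 or GR24+IAA replicate 1 or 2 and 1 without control replicate 3. KIN10C (MELO3C005479, chromosome 9, 20594822 to 20600346), a kinesin, rose from 2.66 ± 0.481 to 19.8 ± 1.39, a log2 fold change of 2.51 (SE 0.24, adjusted p = 2.5e-04). EB1C (MELO3C007584, chromosome 8, 3809080 to 3811300), which binds growing microtubule ends, rose from 5.90 ± 1.58 to 46.6 ± 5.47, a log2 fold change of 2.81 (SE 0.27, adjusted p = 2.8e-04). One beta-tubulin, TUBB (MELO3C005673), went the other way, from 67.8 ± 6.42 to 20.0 ± 4.20 (log2 fold change -1.73, SE 0.16, adjusted p = 2.2e-04). Under GR24 alone 26 of the 93 rose and 3 fell, and the number that rose was 17 without control replicate 1, while the number that fell was 5 without GR24 replicate 2 (adjusted p = 5.3e-05 by camera, 0.66 with an estimated correlation). KIN10C had a log2 fold change of 2.01 (SE 0.24, adjusted p = 8.9e-04).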

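More photosystem and light-harvesting genes fell than rose with GR24+IAA. Of 58 photosynthesis genes of green tissue tested, 0 rose, 41 fell and 17 did not pass (0 and 42 when adjusted over the list alone), and the list moved down (adjusted p = 9.5e-15 by camera, 0.40 with an estimated correlation). CAB3 (MELO3C012912, chromosome 4, 14294453 to 14295495), a chlorophyll a-b binding protein, fell from 172 ± 13.7 to 12.6 ± 7.38, a log2 fold change of -3.79 (SE 0.48, adjusted p = 7.3e-04). LHCB4.1 (MELO3C003238, chromosome 8, 32104340 to 32106216), an antenna protein of photosystem II, fell from 119.9 ± 5.33 to 31.9 ± 8.76, a log2 fold change of -1.91 (SE 0.18, adjusted p = 2.5e-04), and CAB8 (MELO3C015076) had one of -2.38 (SE 0.26, adjusted p = 4.4e-04). PSBS (MELO3C010608), a photosystem II protein that dissipates excess light, had a log2 fold change of -2.87 (SE 0.38, adjusted p = 8.7e-04).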

Among the CC terms, “thylakoid part”, “photosystem”, and “photosynthetic membrane” were significantly enriched, and “heme binding” and “tetrapyrrole binding” were the most significantly enriched MF terms. Of the DEGs identified from the GR24+IAA *vs.* GR24 group comparison, 1,938 were significantly enriched in 37 GO terms, which included four BP, 14 CC, and 19 MF terms. 

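More peroxidases and photosynthesis genes fell than rose from GR24 to GR24+IAA. Of 42 peroxidases tested, 3 rose, 17 fell and 22 did not pass (4 and 20 when adjusted over the list alone), and the number that rose was 1 without control replicate 2 or 3, GR24 replicate 1 or GR24+IAA replicate 2 and 0 without GR24+IAA replicate 3, while the number that fell was 11 without GR24 replicate 1 (adjusted p = 1.9e-04 by camera, 0.38 with an estimated correlation). PER52 (MELO3C019994) had FPKM of 75.2 ± 7.81 in GR24+IAA, a log2 fold change of -2.64 (SE 0.37, adjusted p = 0.0032), and PER24 (MELO3C021373) 7.54 ± 9.09, one of -3.13 (SE 0.57, adjusted p = 0.0093). Of 58 photosynthesis genes tested, 1 rose, 34 fell and 23 did not pass (2 and 39 when adjusted over the list alone), and the number that rose was 0 without any single library but GR24 replicate 1, while the number that fell was 21 without GR24+IAA replicate 2 or 3 (adjusted p = 2.4e-12 by camera, 0.44 with an estimated correlation). For CAB3 (MELO3C012912) the log2 fold change against GR24 was -3.17 (SE 0.48, adjusted p = 0.0043) and for CAB8 (MELO3C015076) -1.87 (SE 0.26, adjusted p = 0.0032). Of 25 AUX/IAA genes of auxin response 8 rose and 2 fell, and the list did not pass (adjusted p = 0.087 by camera, 0.60 with an estimated correlation). Among AUX/IAA genes the number that rose was 4 without GR24+IAA replicate 2 and 3 without GR24+IAA replicate 3, while the number that fell was 1 without control replicate 1 or GR24+IAA replicate 2 and 0 without control replicate 2, GR24 replicate 1 or GR24+IAA replicate 1 or 3. The list of low-oxygen genes moved down, with 5 of 22 falling and 0 rising (adjusted p = 8.0e-04 by camera, 0.44 with an estimated correlation), and the number that rose was 1 without GR24 replicate 2, while the number that fell was 3 without GR24 replicate 1 or GR24+IAA replicate 2 or 3 and 10 without GR24 replicate 2.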

Among the BP terms, “response to oxidative stress”, “photosynthesis”, “response to auxin”, and “response to stress” were significantly enriched, and the CC terms “thylakoid”, “thylakoid part”, “photosynthetic membrane”, and “photosystem”, as well as others, were significantly enriched. Among the MF terms, “heme binding” showed the most significant enrichment.

**Figure 3:**
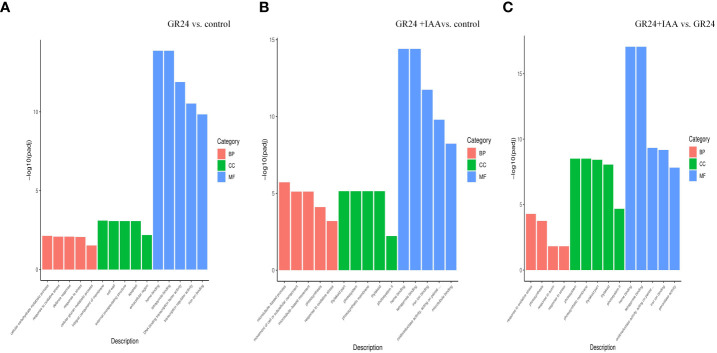
GO enrichment analysis. Classification of the GO terms enriched in the DEGs identified from the GR24 *vs.* control treatment **(A)** and GR24+IAA *vs.* control treatment **(B)**. GR24+IAA *vs.* GR24 treatment **(C)** comparisons. GO, Gene Ontology; DEGs, differentially expressed genes.

### KEGG enrichment analysis

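Genes of phenylpropanoid synthesis, the route from phenylalanine to lignin and flavonoid precursors, rose more often than they fell with GR24. Of 51 phenylpropanoid genes tested, 21 rose, 2 fell and 28 did not pass (26 and 4 when adjusted over the list alone), and the list moved up (adjusted p = 4.5e-08 by camera, 0.38 with an estimated correlation). Phenylalanine ammonia-lyase makes the first step. Neighbouring genes for it, MELO3C014227 and MELO3C014228 (chromosome 8, 29961856 to 29964204 and chromosome 8, 29972621 to 29975113), rose from 7.83 ± 2.67 to 74.2 ± 24.9 and from 9.16 ± 1.53 to 91.0 ± 30.5, with log2 fold changes of 3.07 (SE 0.28, adjusted p = 3.3e-04) and 3.13 (SE 0.24, adjusted p = 1.5e-04). CYP73A16 (MELO3C019585), of the next step, had a log2 fold change of 2.20 (SE 0.18, adjusted p = 2.2e-04). The 4-coumarate ligase homolog CCL1 (MELO3C004092), listed at 0 in the control libraries, had 4.63 ± 1.30 with GR24, and 4CL1 (MELO3C017473) fell with a log2 fold change of -1.68 (SE 0.31, adjusted p = 0.0065). Without GR24 replicate 3, 18 rose and 6 fell. Brassinosteroid genes were few, with 2 of 14 rising and 2 falling, among the falls BA13 (MELO3C022045), a P450 of the 85A family that completes brassinosteroid synthesis (log2 fold change -1.33, SE 0.25, adjusted p = 0.0079). Of brassinosteroid genes, the number that rose was 1 without control replicate 1 or 2, 0 without control replicate 3 and 4 without GR24 replicate 3, while the number that fell was 1 without control replicate 1 or GR24 replicate 1.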

The KEGG analysis of 476 DEGs identified from the GR24 *vs.* control group comparison revealed enrichment in 105 pathways, and 315 DEGs were significantly enriched in 13 pathways, including “phenylpropanoid biosynthesis”, “plant hormone signal transduction”, and “brassinosteroid biosynthesis”. The KEGG analysis of 674 DEGs identified from the GR24+IAA *vs.* control group comparison showed enrichment in 108 pathways, and 256 DEGs were significantly enriched in eight pathways, including “photosynthesis”, “ribosome”, and “phenylpropanoid biosynthesis”. 

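Ribosomal protein genes rose with GR24+IAA by small amounts. Of 217 ribosomal protein genes tested, 184 rose, 3 fell and 30 did not pass (194 and 3 when adjusted over the list alone), and the list moved up (adjusted p = 5.6e-35 by camera, 0.38 with an estimated correlation). RPL32A (MELO3C007167, chromosome 8, 1217433 to 1219645) rose from 115 ± 10.3 to 282 ± 6.80, a log2 fold change of 1.29 (SE 0.14, adjusted p = 3.7e-04). RPS20B (MELO3C005411) and RPL5 (MELO3C011448) had log2 fold changes of 1.22 (SE 0.13, adjusted p = 3.9e-04) and 0.98 (SE 0.12, adjusted p = 6.3e-04), and RPS5A (MELO3C012670) one of 1.12 (SE 0.13, adjusted p = 5.9e-04). With GR24 alone 86 of 217 rose and 1 fell, a count that rests on single libraries, since the number that rose was 6 without control replicate 1, 39 without control replicate 2, 4 without control replicate 3, 148 without GR24 replicate 1, 37 without GR24 replicate 2, 47 without GR24+IAA replicate 1 and 44 without GR24+IAA replicate 2 or 3, while the number that fell was 0 without control replicate 1 or 3 and 2 without GR24 replicate 3. Of photosynthesis, the Rubisco activase RCA1 (MELO3C008231), which keeps the enzyme of carbon fixation active, fell from 43.2 ± 1.37 to 9.36 ± 2.51 (log2 fold change -2.12, SE 0.22, adjusted p = 3.4e-04) and the photosystem II protein PSBY (MELO3C011911) from 66.8 ± 8.13 to 15.6 ± 5.10 (log2 fold change -2.07, SE 0.23, adjusted p = 4.2e-04). Of 51 phenylpropanoid genes tested, 4 rose, 7 fell and 40 did not pass (3 and 6 when adjusted over the list alone), with OMT1 (MELO3C024861), a methyltransferase of lignin precursors, at a log2 fold change of -1.33 (SE 0.23, adjusted p = 0.0033). Among phenylpropanoid genes the number that rose was 1 without control replicate 1 or 3, 2 without control replicate 2 or any single GR24+IAA library and 7 without GR24 replicate 2 or 3, while the number that fell was 4 without control replicate 1 or GR24+IAA replicate 2 and 14 without GR24 replicate 3. In flavonoid synthesis, a branch of that route, 11 of 23 genes fell and 1 rose (adjusted p = 2.4e-05 by camera, 0.38 with an estimated correlation), and the number that rose was 2 without GR24 replicate 3.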

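More phenylpropanoid genes fell than rose from GR24 to GR24+IAA. Of 51 phenylpropanoid genes tested, 0 rose, 29 fell and 22 did not pass (0 and 37 when adjusted over the list alone), and the list moved down (adjusted p = 1.7e-16 by camera, 0.38 with an estimated correlation). CYP73A14 (MELO3C020483) fell to 1.49 ± 1.07, a log2 fold change of -4.79 (SE 0.42, adjusted p = 4.9e-04). The ammonia-lyase genes MELO3C014227 and MELO3C014228 had log2 fold changes of -2.54 (SE 0.28, adjusted p = 0.0012) and -2.46 (SE 0.24, adjusted p = 7.4e-04), to an FPKM of 11.5 ± 2.01 and 15.1 ± 1.29. OMT1 (MELO3C024861) fell from 68.2 ± 18.6 to 20.9 ± 1.52 (log2 fold change -1.63, SE 0.23, adjusted p = 0.0035). BA13 (MELO3C022045) rose from 3.49 ± 1.38 to 19.3 ± 1.95, a log2 fold change of 2.22 (SE 0.25, adjusted p = 0.0014), and CYP724B1 (MELO3C021600) fell to 5.44 ± 1.61, one of -2.06 (SE 0.26, adjusted p = 0.0020). Among cytochrome P450 genes more fell than rose, with 24 of 75 falling and 3 rising (adjusted p = 2.5e-05 by camera, 0.38 with an estimated correlation), and the number that fell was 15 without GR24 replicate 1.

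**Figure D2:**
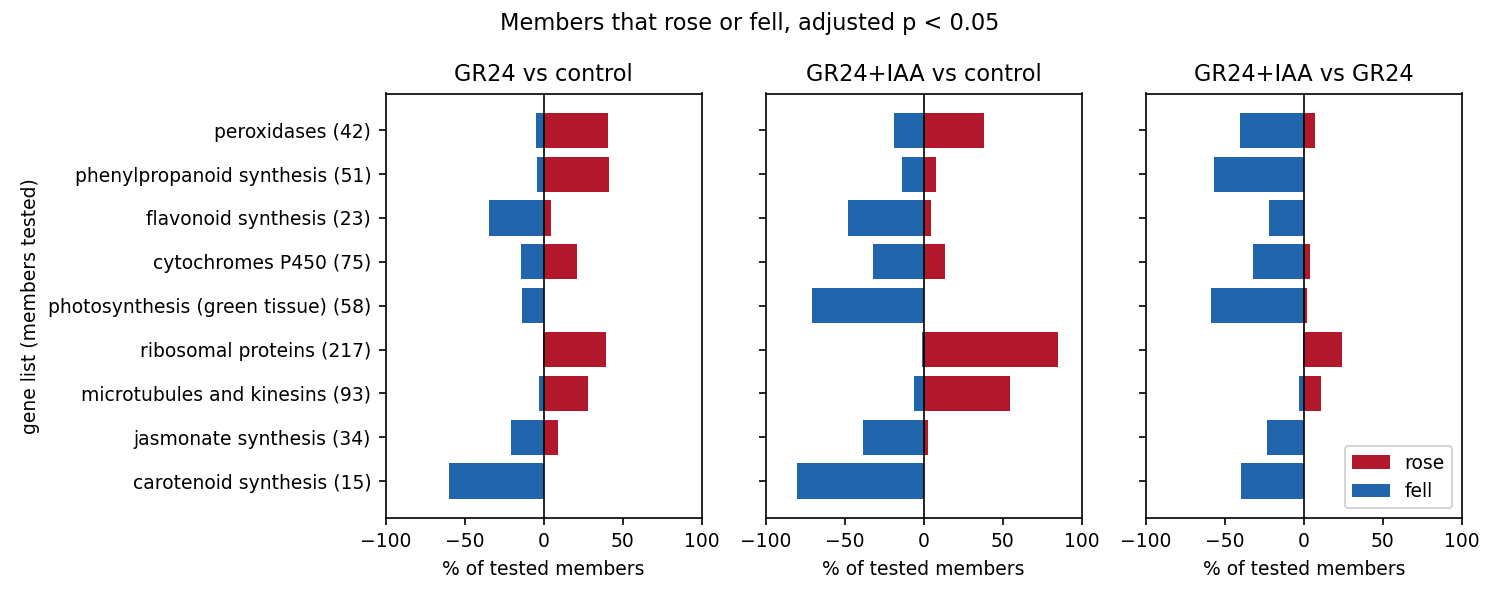
Share of the tested members of 9 gene lists that rose (right) or fell (left) at an adjusted p under 0.05 in each comparison, with the number tested beside each name. Phenylpropanoid genes that passed lie mostly to the right with GR24 and to the left from GR24 to GR24+IAA.

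**Figure D3:**
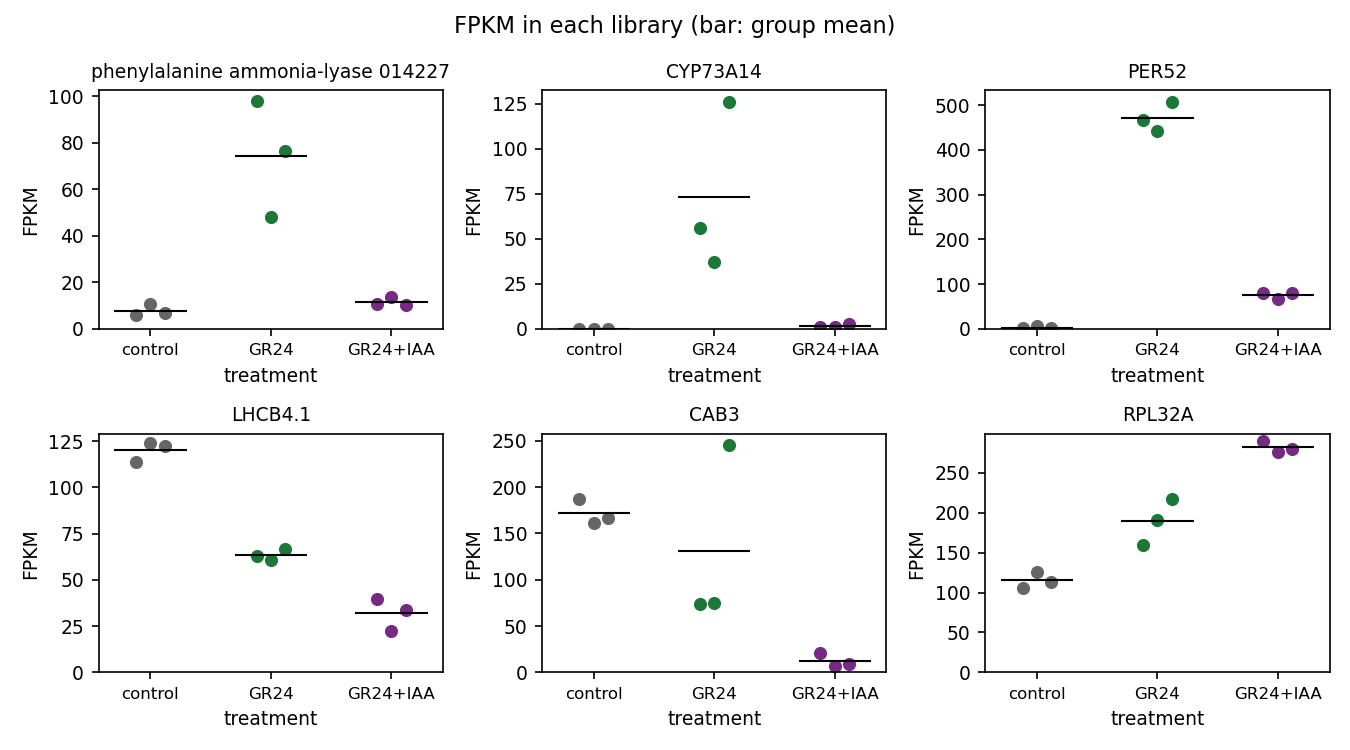
FPKM of 6 genes in each of the 9 libraries, with points for libraries and bars for group means, on axes from 0. The ammonia-lyase gene, CYP73A14 and PER52 are highest with GR24.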

The KEGG analysis of 431 DEGs identified from the GR24+IAA *vs.* GR24 group comparison revealed enrichment in 101 pathways, and 195 DEGs were significantly enriched in 11 pathways, including “phenylpropanoid biosynthesis”, “photosynthesis”, and “brassinosteroid biosynthesis” (**Figure 4**).

**Figure 4:**
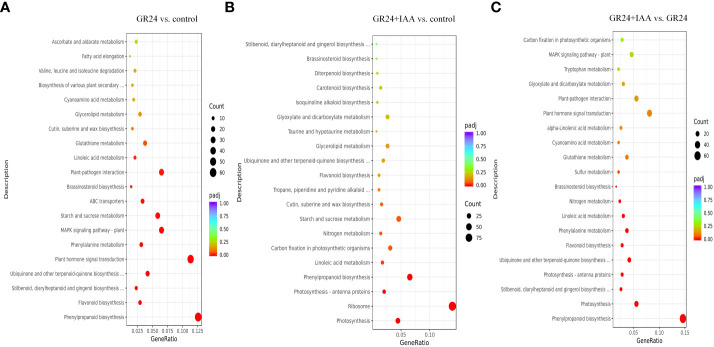
KEGG enrichment analysis. Classification of the pathways enriched in DEGs identified from the **(A)** GR24 *vs.* control, **(B)** GR24+IAA *vs.* control, and **(C)** GR24+IAA *vs.* GR24 comparisons. KEGG, Kyoto Encyclopedia of Genes and Genomes; DEGs, differentially expressed genes.

### DEGs related to auxin biosynthesis and signaling pathways

To explore the responses of melon roots to the GR24+IAA treatment, the genes involved in the auxin synthesis and signaling pathways were changed (**Figure 5**).

**Figure 5:**
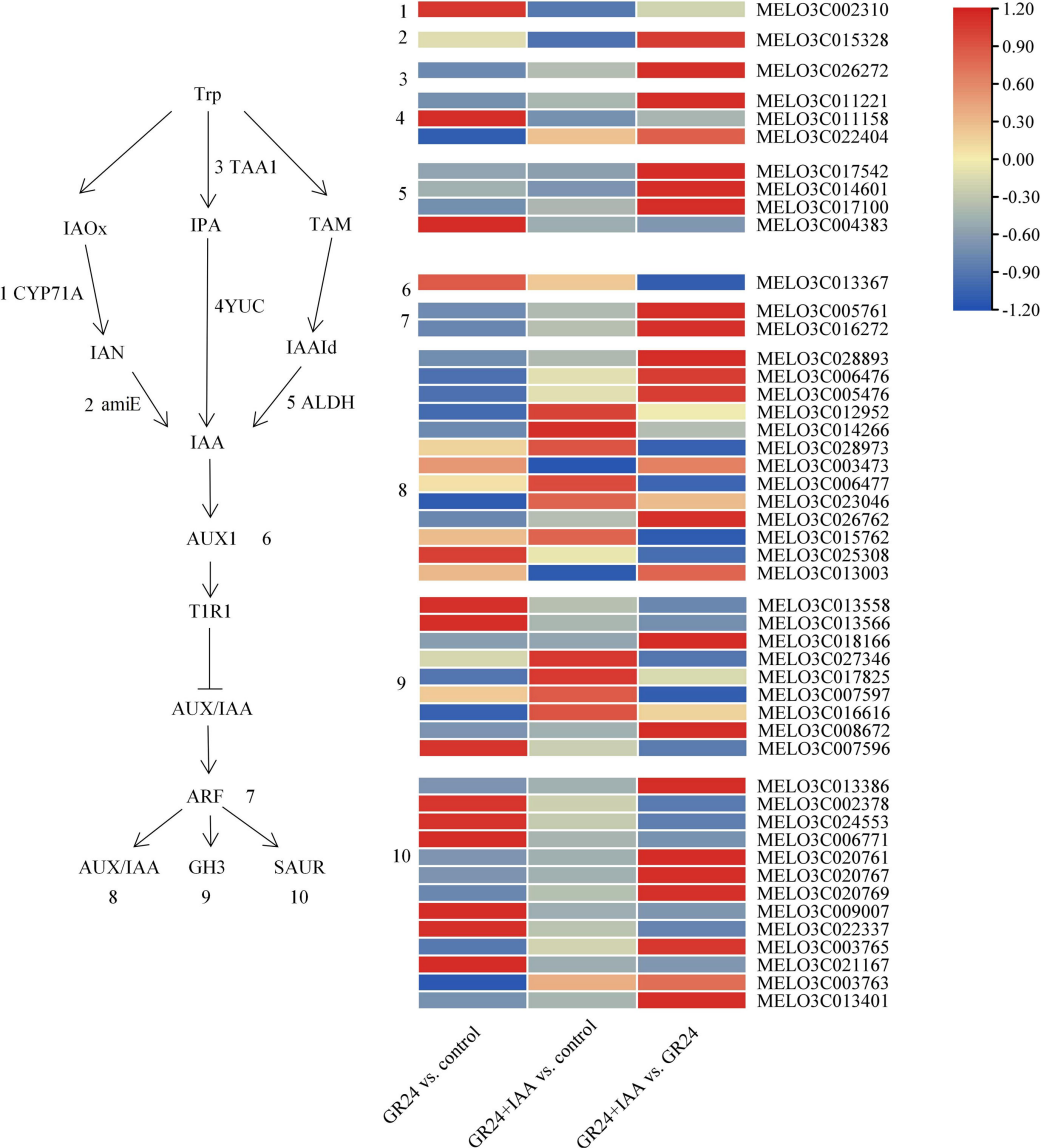
Overview and heatmap of the auxin synthesis and signaling pathway.

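Of the 10 auxin synthesis genes drawn in Figure 5, 7 had an FPKM high enough for the test, and with GR24 0 rose, 4 fell and 3 did not pass (0 and 4 when adjusted over the list alone). With GR24+IAA 0 rose, 6 fell and 1 did not pass (0 and 6), and the number that rose was 1 without GR24 replicate 3. From GR24 to GR24+IAA 1 rose, 1 fell and 5 did not pass (2 and 1). The falls against the control were of the amidase AMI1, of aldehyde dehydrogenases and, with GR24+IAA, of YUC6, and the gene that rose between the treated groups was ALDH2B4; the number that rose was 0 without GR24 replicate 1 or any single GR24+IAA library. Camera gave the list an adjusted p of 0.011 with GR24 and 0.0084 with GR24+IAA (0.38 and 0.38 with an estimated correlation), and as the study chose these genes on the same libraries this is not independent evidence. BALDH (MELO3C004383), an aldehyde dehydrogenase, went from 89.1 ± 7.58 to 104 ± 42.2 with GR24 and 42.3 ± 1.38 with GR24+IAA, and its fall from GR24 to GR24+IAA had a log2 fold change of -1.20 (SE 0.24, adjusted p = 0.013; not passed from the 2 groups alone).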

Most auxin synthesis genes were upregulated in the GR24 *vs.* control group and GR24+IAA *vs.* GR24 group. *CYP71A* was upregulated in the GR24 *vs.* control group and downregulated in the GR24+IAA *vs.* control group. *amiE* was downregulated in the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group. *TAA1* was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group. 

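AMI1 (MELO3C015328, chromosome 2, 770422 to 775042), an amidase that can turn indole-3-acetamide into IAA, had FPKM of 27.6 ± 1.71 in the control, 16.6 ± 4.04 with GR24 and 13.0 ± 1.30 with GR24+IAA. Its log2 fold change was -0.72 (SE 0.17, adjusted p = 0.017; not passed without control replicate 1 or 3) with GR24, -1.03 (SE 0.17, adjusted p = 0.0022) with GR24+IAA and -0.31 (SE 0.17, adjusted p = 0.23) between them. CYP71AN24 (MELO3C002310, chromosome 12, 23585241 to 23587647), the P450 drawn as CYP71A, was below the expression limit of the test, at 0.347 ± 0.0253, 0.0392 ± 0.0679 and 0.0233 ± 0.0241 in control, GR24 and GR24+IAA. TAR2 (MELO3C026272, chromosome 2, 26237764 to 26243621), an aminotransferase that makes the precursor of IAA from tryptophan, was also below it, at 0.706 ± 0.232, 0.223 ± 0.115 and 0.538 ± 0.272. For both genes every mean lay under an FPKM of 1, and no fold change is given.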

Two *YUC* genes were downregulated in the GR24 *vs.* control group, one *YUC* gene was upregulated in the GR24 *vs.* control group, and two *YUC* genes were upregulated in the GR24+IAA *vs.* GR24 group. 

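YUC genes encode flavin monooxygenases that make the last step to IAA. YUC6 (MELO3C011158, chromosome 3, 25847150 to 25850980) had 1.91 ± 0.340 in the control, 1.61 ± 1.15 with GR24 and 0.588 ± 0.129 with GR24+IAA. Its log2 fold changes were -0.23 (SE 0.28, adjusted p = 0.59) and -0.87 (SE 0.28, adjusted p = 0.043; not passed without control replicate 1, 2 or 3 or GR24+IAA replicate 1, 2 or 3) against the control. YUC8 (MELO3C022404) did not pass, at -0.13 (SE 0.19, adjusted p = 0.67) with GR24 and 0.56 (SE 0.19, adjusted p = 0.084) from GR24 to GR24+IAA, and YUC4 (MELO3C011221), at 0.738 ± 0.255, 0.172 ± 0.206 and 0.443 ± 0.154, was too low to be tested. Among 11 YUC and other flavin monooxygenase genes, 0 rose and 6 fell with GR24+IAA (0 and 6 when adjusted over the list alone), and the number that rose was 1 without GR24 replicate 3, while the number that fell was 3 without control replicate 1 or 2 or GR24+IAA replicate 3 (adjusted p = 0.013 by camera, 0.38 with an estimated correlation). FMO1 (MELO3C010272), outside the IAA route, fell with a log2 fold change of -2.65 (SE 0.25, adjusted p = 2.5e-04).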

Three *NADH* genes were downregulated in the GR24 *vs.* control group, and four *NADH* genes were downregulated in the GR24+IAA *vs.* control group. 

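The dehydrogenases drawn in Figure 5 match aldehyde dehydrogenases, which oxidize indole-3-acetaldehyde to IAA in the drawn route. ALDH3F1 matched a pair of genes. One (MELO3C017542, chromosome 7, 22544320 to 22547126) fell from 50.7 ± 19.8 to 14.5 ± 3.91 with GR24 and 13.6 ± 2.62 with GR24+IAA, log2 fold changes of -1.71 (SE 0.28, adjusted p = 0.0040) and -1.77 (SE 0.28, adjusted p = 0.0021). The other (MELO3C014601) had log2 fold changes of -1.51 (SE 0.27, adjusted p = 0.0061) and -1.79 (SE 0.27, adjusted p = 0.0017). For ALDH2B4 (MELO3C017100) these were -1.42 (SE 0.17, adjusted p = 0.0010) and -0.67 (SE 0.17, adjusted p = 0.017; not passed without control replicate 2 or 3 or GR24+IAA replicate 2 or 3). BALDH had log2 fold changes of 0.15 (SE 0.24, adjusted p = 0.70) and -1.05 (SE 0.24, adjusted p = 0.010).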

In the auxin signaling pathway, some of the genes were upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group. *AUX1* was upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and downregulated in the GR24+IAA *vs.* GR24 group. 

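LAX5 (MELO3C013367, chromosome 1, 16127520 to 16131108), an auxin influx carrier of the AUX1 family, had FPKM of 23.5 ± 6.24 in the control, 50.5 ± 5.77 with GR24 and 40.0 ± 10.9 with GR24+IAA. Its log2 fold changes were 1.09 (SE 0.23, adjusted p = 0.011; not passed without control replicate 3) with GR24, 0.73 (SE 0.23, adjusted p = 0.038; not passed without control replicate 1 or 3 or GR24+IAA replicate 1 or 2 or without the filter) with GR24+IAA and -0.36 (SE 0.23, adjusted p = 0.30) between the treated groups. The efflux carrier PIN3 (MELO3C005326) fell with GR24, at a log2 fold change of -1.39 (SE 0.23, adjusted p = 0.0042), and lay above the control with GR24+IAA, at one of 1.14 (SE 0.23, adjusted p = 0.0062). Of 20 auxin transport genes, 3 rose and 2 fell with GR24 and 2 rose and 4 fell with GR24+IAA (adjusted p = 0.55 and 0.94 by camera, 0.82 and 0.95 with an estimated correlation). With GR24 the number that rose was 5 without GR24 replicate 3, and with GR24+IAA the number that rose was 1 without control replicate 1 or 3 or GR24+IAA replicate 1 or 2.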

Two *ARFs* were downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group. 

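Auxin response factors, which bind auxin-responsive promoters, fell more often than they rose with GR24. Of 17 such factors tested, 0 rose, 5 fell and 12 did not pass (0 and 5 when adjusted over the list alone), and the number that fell was 3 without control replicate 2 and 1 without control replicate 3 (adjusted p = 0.0015 by camera, 0.55 with an estimated correlation). Of the ARF9 homologs drawn in Figure 5, MELO3C005761 (chromosome 9, 22743745 to 22750722) went from 15.2 ± 3.38 to 5.29 ± 1.74, a log2 fold change of -1.39 (SE 0.29, adjusted p = 0.012; not passed without control replicate 3), and MELO3C016272 from 4.21 ± 0.909 to 1.39 ± 0.814, one of -1.16 (SE 0.25, adjusted p = 0.012; not passed without control replicate 3). With GR24+IAA their log2 fold changes against the control were -0.67 (SE 0.29, adjusted p = 0.12) and -0.12 (SE 0.25, adjusted p = 0.76). A further ARF9 homolog (MELO3C024138) fell with GR24 at a log2 fold change of -0.65 (SE 0.11, adjusted p = 0.0050).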

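AUX/IAA proteins repress auxin response and are often induced by auxin themselves. IAA4 (MELO3C006477, chromosome 6, 3459103 to 3460702) rose from 4.56 ± 1.30 in the control to 16.4 ± 2.77 with GR24 and 24.3 ± 7.09 with GR24+IAA, log2 fold changes of 1.66 (SE 0.24, adjusted p = 0.0021) and 2.17 (SE 0.24, adjusted p = 4.2e-04). A second IAA4 homolog (MELO3C014266) had a log2 fold change of 2.00 (SE 0.20, adjusted p = 3.4e-04) with GR24+IAA and IAA13 (MELO3C023046) one of 1.53 (SE 0.27, adjusted p = 0.0034). IAA14 (MELO3C006476) fell with GR24, from 130.3 ± 13.0 to 71.0 ± 14.7 (log2 fold change -0.88, SE 0.18, adjusted p = 0.0098), and rose from there to 182 ± 30.7 with GR24+IAA (log2 fold change 1.36, SE 0.18, adjusted p = 0.0023). IAA26 (MELO3C013003) fell with GR24+IAA, at a log2 fold change of -1.01 (SE 0.12, adjusted p = 6.3e-04). Among the 13 AUX/IAA genes of Figure 5, 8 rose, 2 fell and 3 did not pass with GR24+IAA (10 and 3 when adjusted over the list alone), and the number that rose was 5 without GR24+IAA replicate 2 or 3, while the number that fell was 1 without control replicate 3 or GR24+IAA replicate 2 or 3. With GR24 5 rose, 4 fell and 4 did not pass, and the number that rose was 3 without control replicate 1 or 2, GR24 replicate 1 or GR24+IAA replicate 1 or 3 and 2 without control replicate 3 or GR24 replicate 2, while the number that fell was 2 without control replicate 1 or 2 and 1 without control replicate 3. In the family at large 11 of 25 rose and 2 fell with GR24+IAA (adjusted p = 0.022 by camera, 0.54 with an estimated correlation), and the number that rose was 7 without GR24+IAA replicate 2 or 3, while the number that fell was 1 without control replicate 3 or GR24+IAA replicate 2 or 3. The study chose the drawn genes on these libraries, so their count is not independent evidence.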

The expression of 13 *AUX/IAA* genes was altered: seven *AUX/IAA* genes were downregulated in the GR24 *vs.* control group, whereas the others were upregulated, and seven *AUX/IAA* genes were upregulated in the GR24+IAA *vs.* GR24 group. The expression of nine *GH3* genes was altered: four *GH3* genes were upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group, and three *GH3* genes were upregulated in the GR24+IAA *vs.* GR24 group. 

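GH3 enzymes join IAA to amino acids and are a usual early response to auxin. GH3.1 (MELO3C007597, chromosome 8, 3948190 to 3950651) rose from 0.499 ± 0.570 to 17.7 ± 8.98 with GR24 and 26.5 ± 16.8 with GR24+IAA, log2 fold changes of 3.60 (SE 0.46, adjusted p = 0.0014) and 4.10 (SE 0.46, adjusted p = 4.8e-04). GH3.17 (MELO3C017825, chromosome 7, 25108916 to 25111551) rose from 0.580 ± 0.518 with GR24 to 21.4 ± 4.83 with GR24+IAA, a log2 fold change of 3.87 (SE 0.27, adjusted p = 1.4e-04), after one of 0.28 (SE 0.27, adjusted p = 0.50) from the control to GR24. GH3.6 had several homologs. One (MELO3C013566) rose with GR24 and fell again with GR24+IAA, at log2 fold changes of 1.60 (SE 0.16, adjusted p = 4.4e-04) and -2.08 (SE 0.16, adjusted p = 2.2e-04), and another (MELO3C018166) fell with GR24, at one of -2.59 (SE 0.29, adjusted p = 6.7e-04). Of the 9 GH3 genes, all drawn in Figure 5, 3 rose, 2 fell and 4 did not pass with GR24 and 4 rose, 3 fell and 2 did not pass with GR24+IAA, where the number that fell was 1 without control replicate 3 or GR24+IAA replicate 2. From GR24 to GR24+IAA 2 rose, 2 fell and 5 did not pass, and the number that rose was 1 without GR24 replicate 1 or 3 or GR24+IAA replicate 1 and 0 without GR24+IAA replicate 2 or 3, while the number that fell was 1 without GR24+IAA replicate 3. Adjusted over the list alone, 5 rose and 2 fell with GR24, and 4 and 3 with GR24+IAA, on genes that the study chose from the same libraries.

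**Figure D4:**
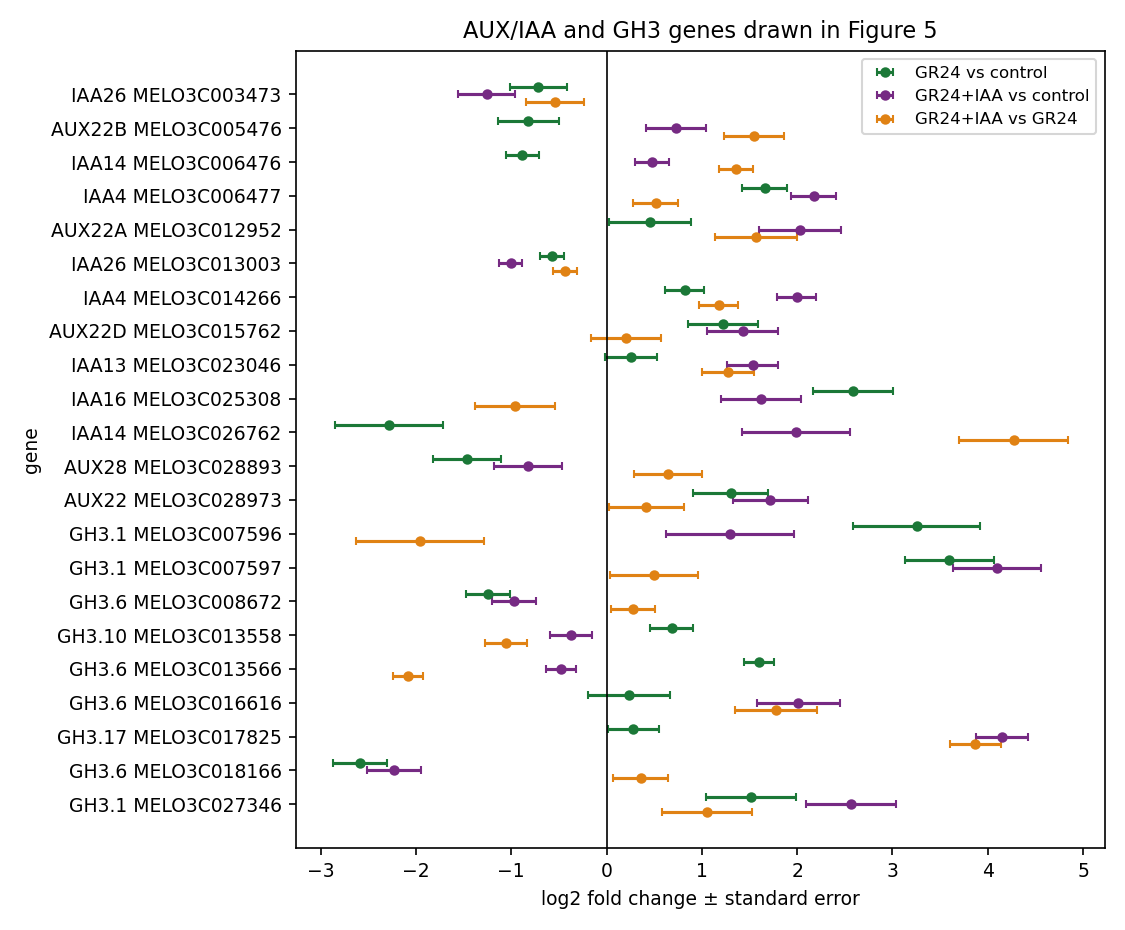
Log2 fold change with its standard error of the AUX/IAA and GH3 genes drawn in Figure 5, by comparison, from limma on log2(FPKM + 1). GH3.17 and an IAA14 homolog lie far to the right from GR24 to GR24+IAA.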

The expression of 13 *SAUR* genes was altered under the different treatments: six *SAUR* genes were upregulated in the GR24 *vs.* control group, and seven *SAUR* genes were upregulated in the GR24+IAA *vs.* GR24 group. 

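SAUR genes encode small proteins that many plants induce with auxin in growing tissue. SAUR36 had a pair of homologs in Figure 5, and both were lower in GR24+IAA than in GR24. One (MELO3C021167, chromosome 11, 29323990 to 29324791) went from 148 ± 109 to 18.9 ± 4.67, a log2 fold change of -2.69 (SE 0.46, adjusted p = 0.0073), and the other (MELO3C006771) had one of -1.21 (SE 0.19, adjusted p = 0.0052). The homolog of auxin-induced protein X10A (MELO3C009007) fell from 12.8 ± 4.33 to 1.66 ± 1.17, a log2 fold change of -2.41 (SE 0.39, adjusted p = 0.0055). A further drawn gene without a protein match (MELO3C003765) fell with GR24, at a log2 fold change of -0.92 (SE 0.19, adjusted p = 0.011), and rose from there with GR24+IAA, at one of 1.11 (SE 0.19, adjusted p = 0.0071). SAUR32 (MELO3C022261), outside Figure 5, rose with GR24+IAA, at log2 fold changes of 2.81 (SE 0.37, adjusted p = 9.1e-04) against the control and 2.34 (SE 0.37, adjusted p = 0.0051) against GR24. Of the 13 drawn genes 12 were tested, and 2 rose, 4 fell and 6 did not pass from GR24 to GR24+IAA (3 and 6 when adjusted over the list alone), and the number that rose was 1 without GR24 replicate 1 or any single GR24+IAA library. Among 37 members of the family, 3 rose, 4 fell and 30 did not pass (adjusted p = 0.40 by camera, 0.76 with an estimated correlation), and the number that rose was 1 without GR24 replicate 1 or GR24+IAA replicate 2 or 3.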

The results showed that auxin may be involved in the process of AR formation.

### DEGs related to SL biosynthesis and signaling pathways

The genes involved in SL synthesis and signaling pathways were changed (**Figure 6**). Three SL synthesis genes, *crtB-1*, *crtP*, and *crtQ*, were downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group. 

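Carotenoid enzymes make the precursor of strigolactones. Phytoene synthase PSY (MELO3C025102, chromosome 9, 14151574 to 14155303), drawn as crtB-1, fell from 14.4 ± 0.707 in the control to 8.31 ± 0.500 with GR24 and 6.34 ± 0.830 with GR24+IAA, log2 fold changes of -0.72 (SE 0.13, adjusted p = 0.0055) and -1.07 (SE 0.13, adjusted p = 5.8e-04). The desaturase PDS (MELO3C017772, chromosome 7, 24643637 to 24654083), drawn as crtP, had log2 fold changes of -0.83 (SE 0.14, adjusted p = 0.0044) and -1.46 (SE 0.14, adjusted p = 2.7e-04) and zeta-carotene desaturase (ZDS, MELO3C024674), drawn as crtQ, -0.55 (SE 0.13, adjusted p = 0.019; not passed without control replicate 2 or 3 or from the 2 groups alone) and -1.17 (SE 0.13, adjusted p = 4.4e-04). From GR24 to GR24+IAA the log2 fold changes were -0.35 (SE 0.13, adjusted p = 0.098) for PSY, -0.63 (SE 0.14, adjusted p = 0.020; not passed without GR24 replicate 1 or GR24+IAA replicate 2 or 3 or from the 2 groups alone) for PDS and -0.62 (SE 0.13, adjusted p = 0.016; not passed without GR24 replicate 1 or GR24+IAA replicate 2 or 3) for ZDS. Of 15 carotenoid synthesis genes tested, 0 rose, 12 fell and 3 did not pass (0 and 13 when adjusted over the list alone) with GR24+IAA, and the list moved down (adjusted p = 1.4e-06 by camera, 0.38 with an estimated correlation). With GR24 9 fell and 0 rose, and the number that rose was 1 without GR24 replicate 3, while the number that fell was 5 without control replicate 1 or GR24 replicate 2, 3 without control replicate 2 and 2 without control replicate 3.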

In the SL signaling pathway, the expression of two *D14* genes was changed: one *D14* gene was upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and downregulated in the GR24+IAA *vs.* GR24 group. 

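D14 is the strigolactone receptor and KAI2 a related esterase that perceives karrikins. The gene that matches D14 (MELO3C010810, chromosome 3, 28299737 to 28301234) had FPKM of 11.2 ± 2.29 in the control, 15.2 ± 2.65 with GR24 and 5.55 ± 1.15 with GR24+IAA. Its log2 fold changes were 0.42 (SE 0.20, adjusted p = 0.17) with GR24, -0.89 (SE 0.20, adjusted p = 0.0094) with GR24+IAA and -1.30 (SE 0.20, adjusted p = 0.0043) between the treated groups. The other gene drawn as D14 matches KAI2 (MELO3C020865, chromosome 11, 3440388 to 3442885) and fell from 43.8 ± 20.9 to 17.5 ± 2.91 and 7.47 ± 0.840, at log2 fold changes of -1.19 (SE 0.27, adjusted p = 0.018) and -2.31 (SE 0.27, adjusted p = 5.8e-04). Of the 6 genes in Figure 6, 0 rose and 5 fell with GR24 and 0 rose and 6 fell with GR24+IAA, and the study chose them on these libraries.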

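SMXL proteins repress strigolactone and karrikin responses until receptors mark them for breakdown. SMXL6 (MELO3C008299, chromosome 3, 3256055 to 3260787), drawn as SMAX, fell from 31.8 ± 6.93 in the control to 9.78 ± 1.35 with GR24 and stood at 15.5 ± 3.21 with GR24+IAA. Its log2 fold changes against the control were -1.59 (SE 0.20, adjusted p = 0.0011) and -0.99 (SE 0.20, adjusted p = 0.0058), and the 0.60 between the treated groups did not pass (adjusted p = 0.073). Of 13 genes of strigolactone synthesis and signalling, 0 rose and 5 fell with GR24+IAA (0 and 6 when adjusted over the list alone) (adjusted p = 0.011 by camera, 0.38 with an estimated correlation).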

*SMAX* gene was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group. The results showed that SL played an important role in the process of melon AR formation treated by GR24 and IAA.

**Figure 6:**
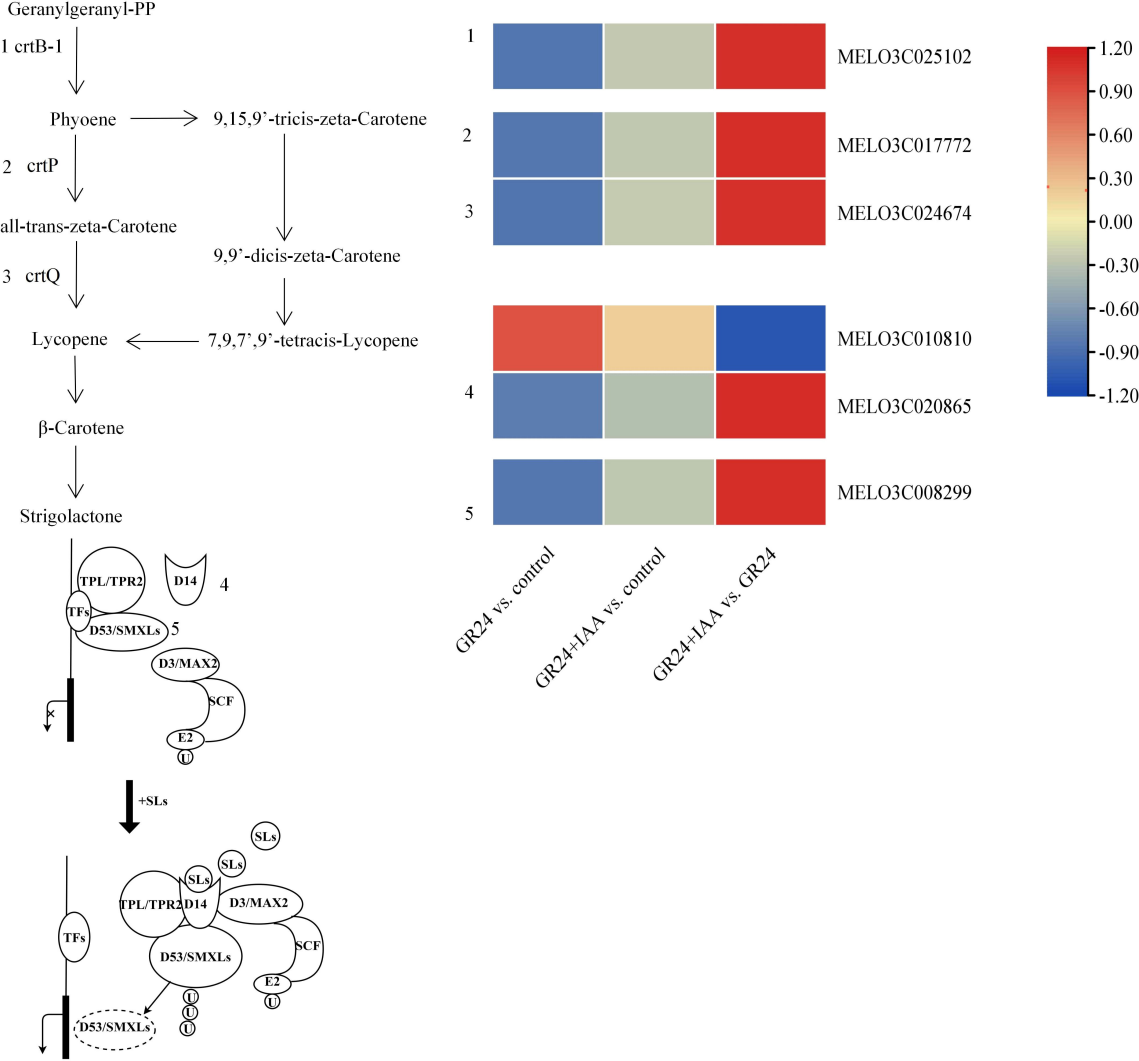
Overview and heatmap of the SL synthesis pathway and signaling pathway. SL, strigolactone.

### Analysis of DEGs related to other phytohormone signaling pathways

RNA-Seq analysis of the different treatment groups identified the genes involved in plant hormone signal transduction pathways (**Figure 7**).

**Figure 7:**
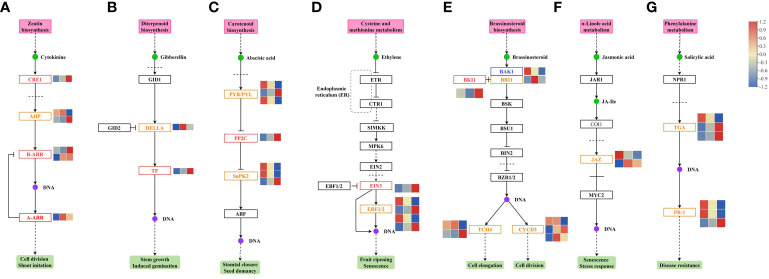
Changes the genes involved in the **(A)** CTK, **(B)** GA, **(C)** ABA, **(D)** ETH, **(E)** BR, **(F)** JA, and **(G)** SA signal transduction pathways in melon. CTK, cytokinin; GA, gibberellin; ABA, abscisic acid; ETH, ethylene; BR, brassinosteroid; JA, jasmonate; SA, salicylic acid.

In the CTK signal transduction pathway, *CRE1*, *AHP*, *B-ARR*, and *A-ARR* gene expression was changed. *CRE1* gene was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group. 

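The cytokinin receptor homolog AHK4 (MELO3C005250, chromosome 9, 18034455 to 18042520), the receptor also called CRE1, went from 11.2 ± 1.99 in the control to 5.54 ± 2.36 with GR24 and 7.80 ± 0.753 with GR24+IAA, log2 fold changes of -0.95 (SE 0.25, adjusted p = 0.028; not passed without control replicate 1 or 3 or GR24 replicate 1 or from the 2 groups alone) and -0.47 (SE 0.25, adjusted p = 0.19). CKX7 (MELO3C016911), an oxidase that degrades cytokinins, fell with both treatments, at log2 fold changes of -1.01 (SE 0.19, adjusted p = 0.0071) and -1.35 (SE 0.19, adjusted p = 0.0011), and LOG3 (MELO3C009342), an activating enzyme, rose, at 0.86 (SE 0.17, adjusted p = 0.0098) and 1.47 (SE 0.17, adjusted p = 5.7e-04). Figure 7 gives no gene identifiers, so the genes here are those whose protein names match its families.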

The expression of one *AHP* gene was upregulated in the GR24+IAA *vs.* GR24 group, and that of another gene was downregulated in the GR24+IAA *vs.* GR24 group. Two *B-ARR* genes were upregulated in the GR24+IAA *vs.* GR24 group. 

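Response regulators of type A are early targets of cytokinin signals. ARR9 (MELO3C019056, chromosome 8, 10713711 to 10715786), of this type, had FPKM of 7.58 ± 0.195, 8.98 ± 0.966 and 17.3 ± 0.409 in control, GR24 and GR24+IAA, and log2 fold changes of 1.09 (SE 0.12, adjusted p = 3.7e-04) against the control and 0.88 (SE 0.12, adjusted p = 0.0023) against GR24. The phosphotransfer protein AHP1 (MELO3C015359) fell with both treatments, at log2 fold changes of -2.52 (SE 0.48, adjusted p = 0.0080) and -2.70 (SE 0.48, adjusted p = 0.0035), and AHP4 (MELO3C024439) rose, at 1.18 (SE 0.23, adjusted p = 0.0093) and 1.34 (SE 0.23, adjusted p = 0.0031). Of 49 cytokinin genes, 4 rose and 14 fell with GR24, and the number that fell was 7 without control replicate 1, 8 without control replicate 2 and 5 without control replicate 3 (adjusted p = 0.054 by camera, 0.38 with an estimated correlation).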

*A-ARR* gene was upregulated in the GR24+IAA *vs.* control group and the GR24+IAA *vs.* GR24 group (**Figure 7A**).

In the GA signal transduction pathway, two genes, *DELLA* and *TF*, showed changes in expression. The *DELLA* gene was upregulated in the GR24+IAA *vs.* control group. TF gene was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group (**Figure 7B**).

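DELLA proteins repress growth until gibberellin removes them. DELLA1 (MELO3C020206, chromosome 6, 15842873 to 15845001) had FPKM of 7.05 ± 1.30 in the control, 6.10 ± 1.59 with GR24 and 11.6 ± 0.555 with GR24+IAA, and a log2 fold change of 0.66 (SE 0.19, adjusted p = 0.029; not passed without control replicate 1 or 2 or GR24+IAA replicate 1, 2 or 3) with GR24+IAA. GASA11 (MELO3C003752), a gibberellin-regulated peptide gene, fell with both treatments, at log2 fold changes of -2.18 (SE 0.39, adjusted p = 0.0056) and -2.35 (SE 0.39, adjusted p = 0.0024). CIGR1 (MELO3C018144), a gibberellin-responsive GRAS factor, rose with GR24, at 1.08 (SE 0.20, adjusted p = 0.0062), and fell from there with GR24+IAA, at -1.29 (SE 0.20, adjusted p = 0.0045). Of 25 gibberellin genes, 4 rose and 5 fell with GR24+IAA, and the list did not pass (adjusted p = 0.51 by camera, 0.83 with an estimated correlation). Of these genes, the number that rose was 2 without control replicate 1 or 2 or any single GR24+IAA library, while the number that fell was 2 without control replicate 2 or GR24+IAA replicate 3 and 3 without control replicate 3 or GR24+IAA replicate 1 or 2.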

In the ABA signal transduction pathway, the expression of *PYR/PYL*, *PP2C*, and *SnRK2* varied under different treatments. Two *PYR/PYL* genes were upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and downregulated in the GR24+IAA *vs.* GR24 group, and another *PYR/PYL* gene was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group. 

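PYL receptors bind abscisic acid. PYL4 (MELO3C009136, chromosome 4, 32777337 to 32778278) fell from 29.9 ± 1.99 in the control to 11.2 ± 1.41 with GR24 and 9.39 ± 0.482 with GR24+IAA, log2 fold changes of -1.35 (SE 0.12, adjusted p = 3.0e-04) and -1.57 (SE 0.12, adjusted p = 1.1e-04). PYL8 (MELO3C026930) fell too, at -0.80 (SE 0.11, adjusted p = 0.0020) and -0.69 (SE 0.11, adjusted p = 0.0024). PYL2 (MELO3C016864) went the other way with GR24, at a log2 fold change of 2.01 (SE 0.50, adjusted p = 0.024; not passed without control replicate 1, 2 or 3 or GR24 replicate 3). Of 12 PYR/PYL genes tested, 0 rose, 5 fell and 7 did not pass (0 and 5 when adjusted over the list alone) with GR24+IAA, and the number that rose was 1 without GR24+IAA replicate 1, while the number that fell was 3 without any single control library or GR24+IAA replicate 2 (adjusted p = 0.017 by camera, 0.54 with an estimated correlation).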

*PP2C* gene was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group. 

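Phosphatases of the PP2C family and SnRK2 kinases act after the abscisic acid receptors. PP2C38 (MELO3C009297, chromosome 4, 31839963 to 31842377) fell with both treatments, at log2 fold changes of -0.83 (SE 0.12, adjusted p = 0.0026) and -0.88 (SE 0.12, adjusted p = 0.0012). A homolog of At5g26010 (MELO3C016857, chromosome 7, 1546464 to 1548137) rose from 2.35 ± 0.370 to 17.6 ± 2.71 with GR24 and was at 2.54 ± 1.48 with GR24+IAA, log2 fold changes of 2.47 (SE 0.26, adjusted p = 6.0e-04) and then -2.46 (SE 0.26, adjusted p = 0.0011). SAPK2 (MELO3C007739), a SnRK2 kinase, fell with GR24+IAA, at a log2 fold change of -1.12 (SE 0.17, adjusted p = 0.0015), and lay below GR24, at -0.92 (SE 0.17, adjusted p = 0.0089). Of 61 PP2C genes 8 rose and 5 fell with GR24, and of 11 SnRK2 genes 1 rose and 0 fell (adjusted p = 0.95 and 0.36 by camera, 0.95 and 0.72 with an estimated correlation). Of PP2C genes, the number that rose was 5 without control replicate 1 or any single GR24+IAA library and 3 without control replicate 2 or 3, while the number that fell was 2 without control replicate 1, GR24 replicate 2 or GR24+IAA replicate 3, 3 without control replicate 2 or GR24+IAA replicate 1 or 2 and 1 without control replicate 3. Of SnRK2 genes, the number that rose was 0 without any single control library or GR24 replicate 2 or 3.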

The expression of three *SnRK2* genes was altered; two *SnRK2* genes were upregulated and one was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* GR24 group (**Figure 7C**).

In the ETH signal transduction pathway, *EIN3* was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group. 

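EIN3 and EIL factors switch on ethylene-responsive genes. EIN3 matched a pair of genes. One (MELO3C015633, chromosome 2, 3580854 to 3584533) had FPKM of 133 ± 3.90, 124 ± 25.5 and 96.8 ± 9.55 in control, GR24 and GR24+IAA, with log2 fold changes against the control of -0.12 (SE 0.15, adjusted p = 0.63) and -0.46 (SE 0.15, adjusted p = 0.049; not passed without control replicate 1, 2 or 3, GR24 replicate 2 or GR24+IAA replicate 1, 2 or 3 or without the filter or after quantile normalization or with voom). The other (MELO3C019931) had -0.63 (SE 0.21, adjusted p = 0.068) and -0.69 (SE 0.21, adjusted p = 0.037; not passed without control replicate 1, 2 or 3 or GR24+IAA replicate 1, 2 or 3 or after quantile normalization). EIL4 (MELO3C017592), a relative, rose with GR24+IAA from 0.0860 ± 0.0154 to 5.85 ± 1.59, a log2 fold change of 2.63 (SE 0.26, adjusted p = 3.2e-04). ERF1B (MELO3C006430), a direct EIN3 target in Arabidopsis, was lower with GR24+IAA than in the control and than with GR24, at log2 fold changes of -1.29 (SE 0.22, adjusted p = 0.0027) and -1.25 (SE 0.22, adjusted p = 0.0076), and BBM2 (MELO3C008602), an AP2 factor of embryonic tissue, was higher, at 2.13 (SE 0.18, adjusted p = 1.6e-04) and 2.03 (SE 0.18, adjusted p = 4.9e-04). Against GR24, 12 of 80 response factors rose and 18 fell in GR24+IAA (adjusted p = 0.32 by camera, 0.58 with an estimated correlation), and the number that rose was 7 without GR24+IAA replicate 1 or 2 and 6 without GR24+IAA replicate 3, while the number that fell was 11 without GR24+IAA replicate 2 and 8 without GR24+IAA replicate 3.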

Two of four *ERF1/2* genes showed downregulated expression in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated expression in the GR24+IAA *vs.* GR24 group (**Figure 7D**).

In the BR signal transduction pathway, *BAK1* was upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and downregulated in the GR24+IAA *vs.* GR24 group. 

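BAK1 is the coreceptor of the brassinosteroid receptor BRI1, and BKI1 holds BRI1 inactive. BAK1 (MELO3C018663, chromosome 1, 1918658 to 1921635) had FPKM of 2.98 ± 0.278, 6.12 ± 1.53 and 3.98 ± 0.766 in control, GR24 and GR24+IAA, and its log2 fold changes were 0.82 (SE 0.19, adjusted p = 0.019; not passed without control replicate 2 or 3) with GR24 and 0.31 (SE 0.19, adjusted p = 0.26) with GR24+IAA. BKI1 (MELO3C010878, chromosome 3, 27856535 to 27860176) went down, at -0.83 (SE 0.22, adjusted p = 0.031; not passed without control replicate 1 or 3 or GR24 replicate 1 or 3 or with the length trend removed or from the 2 groups alone) and -1.10 (SE 0.22, adjusted p = 0.0063). BRI1 (MELO3C007457) rose with GR24+IAA from 18.0 ± 2.57 to 37.5 ± 3.01, a log2 fold change of 1.02 (SE 0.24, adjusted p = 0.013).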

*BKI1* was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group. *BRI1* was upregulated in the GR24+IAA *vs.* control group. Two of the three *CYCD3* genes were upregulated in the GR24+IAA *vs.* GR24 group, and all three *CYCD3* genes were upregulated in the GR24+IAA *vs.* control group.

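CYCD3 cyclins start the cell cycle. CYCD3-3 (MELO3C019540, chromosome 6, 11818085 to 11820117) rose from 34.1 ± 5.05 in the control to 102 ± 49.6 with GR24 and 99.3 ± 9.86 with GR24+IAA, log2 fold changes of 1.45 (SE 0.29, adjusted p = 0.0089) and 1.52 (SE 0.29, adjusted p = 0.0044). Further homologs, MELO3C016786 and MELO3C018476, had log2 fold changes of 1.06 (SE 0.22, adjusted p = 0.0069) and 0.96 (SE 0.15, adjusted p = 0.0022) with GR24+IAA against the control, and the first one of 1.31 (SE 0.22, adjusted p = 0.0066) against GR24. Of 13 D-type cyclins, 5 rose and 1 fell with GR24+IAA, and the number that rose was 3 without control replicate 2 or 3 or GR24+IAA replicate 1 or 3, while the number that fell was 0 without any single control library or GR24+IAA replicate 1 or 2 (adjusted p = 0.087 by camera, 0.47 with an estimated correlation).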

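TCH4 belongs to the xyloglucan endotransglucosylases, which loosen cell walls and respond to brassinosteroids and touch. XTH23 (MELO3C017481, chromosome 2, 22503328 to 22505897), of this family, rose from 4.43 ± 0.554 to 38.6 ± 23.7 with GR24 and 53.7 ± 31.2 with GR24+IAA, log2 fold changes of 2.68 (SE 0.55, adjusted p = 0.011) and 3.12 (SE 0.55, adjusted p = 0.0033). XTH33 (MELO3C012004) fell with both, at -2.49 (SE 0.25, adjusted p = 4.7e-04) and -1.57 (SE 0.25, adjusted p = 0.0020). Of 21 members 5 rose, 4 fell and 12 did not pass with GR24+IAA (adjusted p = 0.38 by camera, 0.74 with an estimated correlation), and the number that fell was 1 without control replicate 3.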

Two *TCH4* genes presented differential expression patterns (**Figure 7E**).

In the JA signal transduction pathway, only *JAZ* gene expression was altered. One *JAZ* gene was upregulated in the GR24 *vs.* control group and downregulated in the GR24+IAA *vs.* GR24 group, and another *JAZ* gene was upregulated in the GR24+IAA *vs.* control group and the GR24+IAA *vs.* GR24 group (**Figure 7F**).

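JAZ proteins repress jasmonate response. TIFY10B (MELO3C022678, chromosome 4, 19313759 to 19315216), a JAZ protein, rose with GR24 from 7.36 ± 0.885 to 23.4 ± 9.48 and stood at 10.8 ± 0.552 with GR24+IAA, log2 fold changes of 1.48 (SE 0.23, adjusted p = 0.0034) and then -0.98 (SE 0.23, adjusted p = 0.027; not passed without GR24+IAA replicate 1, 2 or 3 or from the 2 groups alone). TIFY9 (MELO3C022348) rose with GR24+IAA against the control, at 0.99 (SE 0.22, adjusted p = 0.0089). Of 9 JAZ genes 1 rose and 0 fell with GR24, and the number that rose was 2 without GR24 replicate 2 and 3 without GR24 replicate 3. Of 34 genes of jasmonate synthesis tested, 1 rose, 13 fell and 20 did not pass (1 and 13 when adjusted over the list alone) with GR24+IAA, and the list moved down (adjusted p = 4.2e-05 by camera, 0.38 with an estimated correlation). AOS3 (MELO3C018413), an allene oxide synthase, fell from 99.0 ± 8.28 to 6.66 ± 1.64, a log2 fold change of -3.72 (SE 0.18, adjusted p = 2.0e-05).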

In the salicylic acid (SA) signal transduction pathway, *TGA* and *PR-1* gene expression was changed. Two *TGA* genes were downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group. 

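TGA factors bind promoters of salicylic acid response genes such as PR-1. TGA7 (MELO3C008128, chromosome 3, 844599 to 849065) fell from 94.2 ± 8.05 in the control to 22.7 ± 5.81 with GR24 and 32.4 ± 8.32 with GR24+IAA, log2 fold changes of -2.03 (SE 0.22, adjusted p = 6.5e-04) and -1.54 (SE 0.22, adjusted p = 0.0014). A pair of TGA9 homologs, MELO3C021427 and MELO3C004728, fell with GR24+IAA, at log2 fold changes of -1.32 (SE 0.22, adjusted p = 0.0027) and -1.20 (SE 0.25, adjusted p = 0.0075). Of 7 TGA genes 0 rose and 5 fell with GR24+IAA, and the number that fell was 3 without control replicate 1 or 3 or GR24+IAA replicate 1 or 3 (adjusted p = 0.010 by camera, 0.38 with an estimated correlation).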

Another *TGA* gene was upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and downregulated in the GR24+IAA *vs.* GR24 group. Two *TR-*1 genes were upregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and downregulated in the GR24+IAA *vs.* GR24 group. 

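PR-1 proteins are secreted and mark salicylic acid response. One PR-1 homolog (MELO3C018547, chromosome 1, 1051651 to 1052250) rose from 0.518 ± 0.187 in the control to 4.29 ± 1.67 with GR24 and 3.69 ± 2.13 with GR24+IAA, log2 fold changes of 1.76 (SE 0.36, adjusted p = 0.0099) and 1.52 (SE 0.36, adjusted p = 0.012). It was the one of 4 tested PR-1 genes that rose with either treatment, and none fell; with GR24 the number that fell was 1 without GR24 replicate 2.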

Another *TR-1* gene was downregulated in the GR24 *vs.* control group and the GR24+IAA *vs.* control group and upregulated in the GR24+IAA *vs.* GR24 group (**Figure 7G**).

The results showed that phytohormone-related pathways played an important role in the regulation of melon AR formation.

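GH3.17 (MELO3C017825), GH3.1 (MELO3C007597) and IAA4 (MELO3C006477) of auxin response were higher with GR24+IAA than in the control, and a GH3.6 homolog (MELO3C018166) and IAA26 (MELO3C013003) of the same families were lower. PSY (MELO3C025102), PYL4 (MELO3C009136) and AOS3 (MELO3C018413) of carotenoid, abscisic acid and jasmonate routes were lower too, as was the karrikin receptor homolog KAI2 (MELO3C020865). At an adjusted p under 0.05 from limma, 32 of the 50 tested auxin and strigolactone genes of Figures 5 and 6 changed with GR24, 13 up and 19 down, and 32 changed with GR24+IAA, 14 up and 18 down. The first count was 19 without control replicate 3 and the second 21 without GR24+IAA replicate 2. Between the treated groups 12 rose and 12 fell. This last total of 24 was 15 without GR24 replicate 1 and 12 and 10 without GR24+IAA replicates 2 and 3, and 14 from the 2 groups alone. After the hormone pathways of Figure 7, the paper gives phytohormone-related pathways an important role in the regulation of melon AR formation. For its final conclusions it also draws on measured contents of auxin, GA, zeatin and ABA.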

### Gene expression analysis of RNA-Seq data

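LBD29 (MELO3C012908, chromosome 4, 14194325 to 14195872), a LOB domain factor of lateral root initiation in Arabidopsis, had FPKM of 0.120 ± 0.134, 2.16 ± 1.49 and 48.6 ± 21.3 in control, GR24 and GR24+IAA, and a log2 fold change of 4.00 (SE 0.37, adjusted p = 6.4e-04) between the treated groups. The exopolygalacturonase PG1 (MELO3C027408, chromosome 2, 7133988 to 7134410), which cuts pectin, went from 0.291 ± 0.153 and 1.10 ± 0.669 to 30.0 ± 16.8, a log2 fold change of 3.72 (SE 0.45, adjusted p = 0.0017) against GR24. RFS (MELO3C002287), of raffinose synthesis, rose from 0.551 ± 0.333 to 11.7 ± 1.28, and CEL1 rose from 6.60 ± 4.78 with GR24, log2 fold changes of 3.05 (SE 0.20, adjusted p = 1.3e-04) and 3.92 (SE 0.54, adjusted p = 0.0028). The highest level with GR24 was seen in others of the set. A trypsin inhibitor homolog (MELO3C006464) had 0.370 ± 0.175, 86.2 ± 55.5 and 3.33 ± 2.49, log2 fold changes of 5.73 (SE 0.56, adjusted p = 4.4e-04) with GR24 and -4.21 (SE 0.56, adjusted p = 0.0025) from there, and a gene without a protein match (MELO3C012540) had 3.98 (SE 0.53, adjusted p = 0.0015) and -4.27 (SE 0.53, adjusted p = 0.0018). Of the 13 genes of Table S1, 12 were tested, and 10 rose, 0 fell and 2 did not pass with GR24+IAA against the control (11 and 0 when adjusted over the list alone, adjusted p = 3.7e-09 by camera, 0.10 with an estimated correlation). The number that rose was 4 without any single GR24+IAA library. The filter of 3 libraries is then applied anew, and genes such as RFS, with an FPKM of at least 1 only in GR24+IAA, go untested. The study chose the genes of Table S1 on the same libraries, so the count is not independent evidence.

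**Figure D5:**
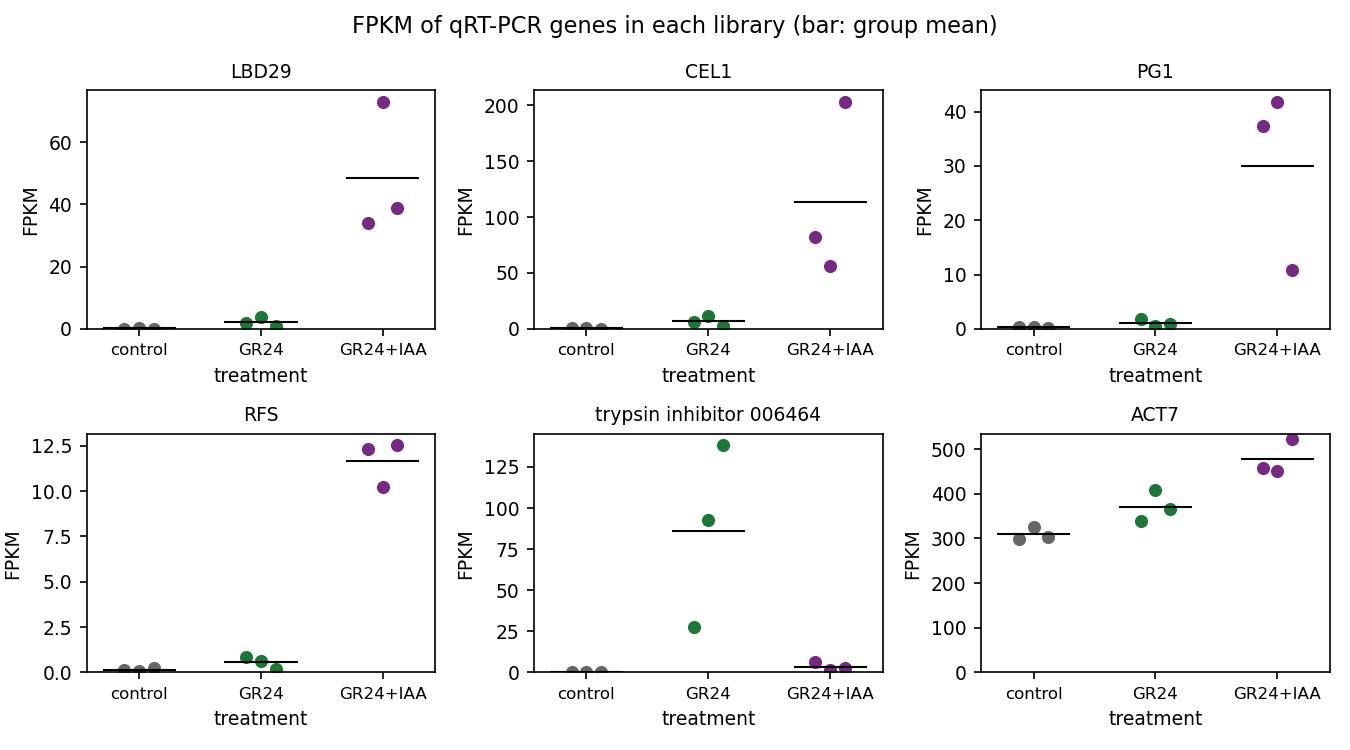
FPKM in each of the 9 libraries of 5 genes chosen for qRT-PCR and of the actin reference ACT7, with bars for group means. LBD29, CEL1, PG1 and RFS are highest with GR24+IAA, and the trypsin inhibitor with GR24.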

To determine the reliability of our transcriptome data, 13 differentially expressed genes were randomly selected for qRT−PCR analysis (**Figure 8**). 

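Actin was the reference gene of the qRT-PCR. ACT7 (MELO3C008032, chromosome 8, 6930941 to 6933730), the actin of the primer table, had FPKM of 309.6 ± 14.0 in the control, 371 ± 33.9 with GR24 and 477 ± 39.6 with GR24+IAA. Its log2 fold changes were 0.26 (SE 0.13, adjusted p = 0.20) with GR24, 0.62 (SE 0.13, adjusted p = 0.0073; not passed after quantile normalization) with GR24+IAA against the control and 0.36 (SE 0.13, adjusted p = 0.093) between the treated groups. The cycle values of the qRT-PCR are not among the deposited data, so the regression could not be repeated.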

Linear regression analysis showed that the correlation coefficient was 0.9275, indicating the genes were similarly expressed by qRT−PCR and RNA-Seq.

**Figure 8:**
Real-time quantitative PCR validation of 13 genes. The histograms show the FPKM values determined by RNA-Seq.

### Changes in the phytohormone levels of ARs under different treatments

Auxin and GA levels were significantly different under different treatments. At 6–10 days, compared to the control, the auxin and GA levels under the GR24 treatment were increased by 11.48%–15.34% and 11.83%–19.50%, respectively; under the GR24+IAA treatment, they were increased by 22.00%–31.20% and 21.29%–25.75%, respectively (**Figures 9A, B**). From 6 to 10 days, the zeatin (ZT) content was significantly increased by 22.52%–66.17% in the GR24 treatment group compared with that in the control group and was increased by 51.76%–98.96%, under the GR24+IAA treatment (**Figure 9C**). At 6–10 days, the ABA content decreased by 10.30%–11.83% under the GR24 treatment and decreased by 18.78%–24.00% under the GR24+IAA treatment compared with the control (**Figure 9D**). The results showed that the GR24 treatment and GR24+IAA treatment increased the auxin, GA, and ZT contents and decreased the ABA content.

**Figure 9:**
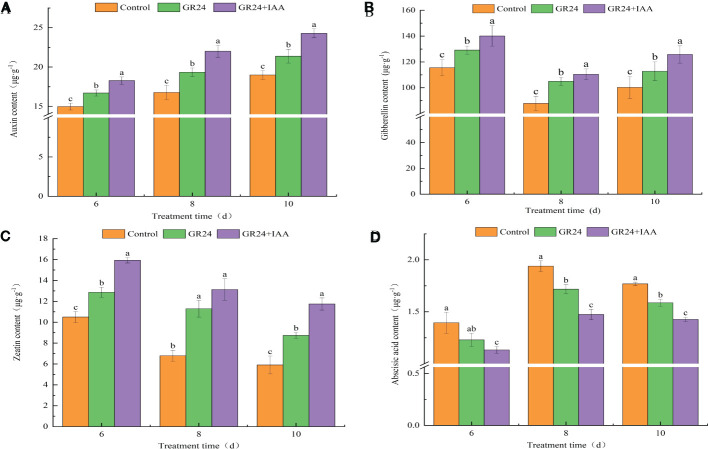
Auxin **(A)**, GA **(B)**, ZT **(C)**, and ABA **(D)** contents in ARs of melon under different treatments. GA, gibberellin; ZT, zeatin; ABA, abscisic acid; ARs, adventitious roots. The different letters represent significant differences (P < 0.05).

## Discussion

### SL regulates plant root growth

Phytohormones are important regulators of plant root development. SL is a new phytohormone that plays an important role in modulating the plant root system. Exogenous GR24 (synthetic SL) positively regulates the length of crown roots in rice (Arite et al., 2012). In grapevine, exogenous GR24 significantly increases the number and density of fine roots and the density of lateral roots (LRs) (Jiu et al., 2022). SL-mediated root growth and development are concentration dependent. A low concentration of GR24 significantly increases LR tip number and length, and a high concentration of GR24 decreases LR growth in rapeseed (Ma et al., 2020). The regulation of AR formation by SL is not clearly understood, and there are different conclusions about the SL-mediated promotion or inhibition of plant AR growth. The number of ARs is increased in SL-deficient mutants of *Arabidopsis* and pea, showing that GR24 suppresses AR formation (Rasmussen et al., 2012). In rice, the number of ARs is significantly increased by applying exogenous GR24 (Sun et al., 2015). Cherry rootstock plantlets treated with TIS108 (SL inhibitor) exhibit a significantly decreased number of ARs (Jiu et al., 2022). In our previous study, we also found that SLs positively affected AR growth in a concentration-dependent manner (Li et al., 2021). In this study, the GR24 treatment promoted AR formation, including increases in AR number, length, superficial area, and volume by 1.60–3.27, 1.58–3.99, 2.06–3.42, and 3.00–6.11, respectively, relative to the control at 6–10 days. RNA-Seq analysis of ARs treated with GR24 identified 2,742 DEGs in GR24 *vs.* control. KEGG enrichment analysis showed that the GR24 *vs.* control group DEGs were significantly enriched in phenylpropanoid biosynthesis and plant hormone signal transduction pathway. Our results showed that SL promotes the growth of ARs in melon.

### Auxin promotes SL-induced AR growth

The process of AR formation is not controlled by a single hormone but is under the control of mutual interactions among phytohormones. ACC (1-aminocyclopropane-1-carboxylic acid) and IBA (indole-3-butyric acid) increase AR density in wild-type and ethylene-insensitive mutant *Arabidopsis* (Veloccia et al., 2016). JAs negatively regulate AR formation in de-etiolated *Arabidopsis* seedlings, but MeJA (JA-donor methyl-jasmonate) combined with IBA+Kin (kinetin) enhances AR formation (Fattorini et al., 2018). Moreover, SL appears to regulate plant development *via* cross-talk with other phytohormones. SLs together with auxins regulate somatic embryogenesis and morphogenesis in tomatoes (Wu et al., 2017). In *Arabidopsis*, SL interacts with ETH to promote root hair growth and development (Kapulnik et al., 2011). Increasing evidence has shown that SL and auxin synergistically regulate the growth and development of root plants. *Arabidopsis* root hair length is significantly greater under combined GR24 and IAA treatments than under treatment with either GR24 or IAA alone (Kapulnik et al., 2011). Moreover, during the formation of ARs under exogenous phytohormone treatment, a large number of genes show expression changes. Melatonin induces significant AR formation in the hypocotyl of cucumber, and 1,296 DEGs were identified by comparing ARs treated with or without melatonin using RNA-Seq analysis (Wang et al., 2022). In this study, AR number, length, superficial area, and volume were increased more by the GR24+IAA treatment than by the GR24 treatment at 6–10 days, showing 1.44–1.51, 1.28–1.73, 1.19–1.83, and 1.31–1.87 times higher values, respectively. RNA-Seq analysis showed 3,352 and 2,321 DEGs in the GR24+IAA *vs.* control and GR24+IAA *vs.* GR24 comparisons, respectively. KEGG enrichment analysis showed that DEGs from the GR24+IAA *vs.* control group and GR24+IAA *vs.* GR24 group comparisons were all significantly enriched in “phenylpropanoid biosynthesis”. Our results further confirmed that SL and auxin synergistically promote AR formation in melon.

### Synergistic action of auxin and SL regulates AR growth *via* phytohormone pathways

It has been shown that phytohormone synthesis and transduction pathway genes are involved in plant root formation (Li et al., 2018). *CCD7* and *CCD8* in the SL biosynthesis pathway and axillary growth2 (max2) in the SL signaling pathway are involved in AR formation (Rasmussen et al., 2012; Urquhart et al., 2015). In addition to SL synthesis and transduction, auxin and other phytohormone pathways are also involved in AR formation (Çakir et al., 2012). Transcriptome analysis showed that genes involved in auxin biosynthesis and ethylene biosynthesis and signaling pathways were changed during AR formation in peach (Park et al., 2017). During the formation of ARs, endogenous hormone levels change in plants. AR numbers and IAA contents increase in *OsYUCCA1*-overexpressing rice plants, whereas AR numbers decrease in plants subjected to *OsYUCCA1* antisense treatment (Yamamoto et al., 2007). DEGs related to plant hormone pathways show significant changes in bitter tea ARs subjected to different light treatments, corresponding to increases in IAA, ZT, and GA_3_ contents and decreases in ABA contents during AR formation (Fu et al., 2023). A total of seven types of phytohormones, including ABA, auxin, BRs, cytokinins, ET, GAs, and JA, are involved in poplar AR formation (Zhang et al., 2019). In this study, the DEGs in phytohormone biosynthesis and signal transduction pathways were identified in the ARs of melon treated with GR24 and GR24+IAA. Auxin, GA, and ZT contents increased, and the ABA content decreased under the GR24 treatment and GR24+IAA treatment. Our study showed that SL and auxin synergistically regulated AR growth in melon *via* phytohormone pathways.

## Conclusions

In our study, the GR24 application promoted AR development in melon, and the GR24+IAA treatment further increased AR number, length, superficial area, and volume. The transcriptome data provided a basis for comprehensively understanding the gene expression profiles of ARs in melon after GR24 and IAA treatment. The GR24 treatment affected auxin and SL synthesis together with phytohormone signal transduction pathways. The GR24+IAA treatment changed the expression of genes involved in plant hormone signal transduction pathways, including auxin, BR, ETH, CK, GA, SA, and JA. Compared with the control levels, the auxin, GA, and ZT contents increased under the GR24 treatment and increased to greater degrees under the GR24+IAA treatment. The ABA content significantly decreased under the GR24+IAA treatment compared with the control. This work reveals an interaction between strigolactone and auxin in the induction of AR formation in melon seedlings by affecting gene expression related to plant hormone pathways and contents.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI GEO, accession GSE234393.

## Author contributions

JL and HG designed the experiments and drafted the initial manuscript. YW and YZ conducted the experiments. GL, XW, and BG revised the manuscript. MF and QZ analyzed the data. All authors contributed to the manuscript and approved the final manuscript.

# Supplementary material for: Transcriptome analysis reveals that auxin promotes strigolactone-induced adventitious root growth in the hypocotyl of melon seedlings
**Source:** Front Plant Sci. 2023 Jun 12;14:1192340. doi: 10.3389/fpls.2023.1192340
**Supplement:** Supplementary file 1

Supplementary Material

Table S1. Primer sequences for genes used for verification of bioinformatics gene expression results by quantitative real-time PCR

Gene ID		Sequence (5'→3')	Tm	GC%	Product Length/bp
MELO3C002287	F	TCCGAGGAATTTGGAGGTCG	59.46	55.00	185
	R	AAAGGAAGGTGGGTGCCAT	59.81	50.00	
MELO3C019229	F	TCAGCCTCTCCCAGAAGACA	59.90	55.00	123
	R	CTCAGCTGCGGTTGAAGGTA	60.00	55.00	
MELO3C006464	F	AAGAGTTCATGGCCGGAGTT	59.31	50.00	177
	R	CCTGGTGACAATGGCTGTCT	59.96	55.00	
MELO3C009643	F	AATCGTCGTTACTGGGTTCTGT	59.73	47.62	127
	R	TCCTGAAATCACAGCACGAATG	59.26	45.45	
MELO3C020859	F	CGTGGAGATGGTGGTTGGAA	59.96	55.00	131
	R	CTTCCCCCTCCGCCGATAAA	59.82	55.00	
MELO3C013770	F	CTGCTACTGCTGCACCTGAT	60.10	55.00	132
	R	AGCCTGGGTTTGTGACAGTT	60.10	50.00	
MELO3C012908	F	AGATGTGAGGCTGCTGTTACT	59.09	47.62	154
	R	CAGAAAAAGAAGCTGGGAATGAATG	59.13	40.00	
MELO3C014491	F	CGTCTCCGAGACCACCAAAA	60.00	55.00	132
	R	CAGCCATGGACCTGGAAGAG	60.01	60.00	
MELO3C012540	F	CTTTTGTGTGAGCCTCGGCC	60.00	55.00	121
	R	TTGTTCTGGAGCTATCGGGA	58.10	50.00	
MELO3C027408	F	ACGTAGTCGATTTCCGGTGCA	59.80	50.00	160
	R	TTGCAAGGCCCTTCAAATGC	60.00	50.00	
MELO3C007209	F	CGGGTACGAACTGGAAACCA	60.00	55.00	107
	R	GACTGTCCAGCTGCTCCATT	60.00	55.00	
MELO3C005549	F	TGCCCTTAAAATCGGCGTCT	60.00	50.00	120
	R	GCGGCTTCAAGATCAGCAAG	59.90	55.00	
MELO3C002094	F	AGAAGCAACTCAACTGGGTCA	59.51	47.62	109
	R	GCGACGACTTTCGCATTGAT	59.63	50.00	
<i>Actin</i> (MELO3C008032)	F	AGGTTGTTGCACCACTGAA	60.00	50.00	143
	R	GAAGCACTTCCTGTGGACGA	60.00	55.00	

Table S2. Summary of sequence data

Sample name	Raw Reads	Clean Reads	Clean Base (Gb)	The proportion of Q20(%)	The proportion of Q30(%)
Control-1	48057278	47432202	7.11	98.05	94.36
Control-2	53111656	52313696	7.85	97.93	94.13
Control-3	49484066	48699242	7.3	97.88	93.99
GR24-1	46085858	45295538	6.79	97.96	94.22
GR24-2	47025944	46363808	6.95	97.86	94.01
GR24-3	46251398	44812992	6.72	97.77	94.03
GR24+IAA-1	49342004	47563088	7.13	97.84	94.05
GR24+IAA-2	50244706	49591576	7.44	98.01	94.31
GR24+IAA-3	59605728	58491580	8.77	97.72	93.64

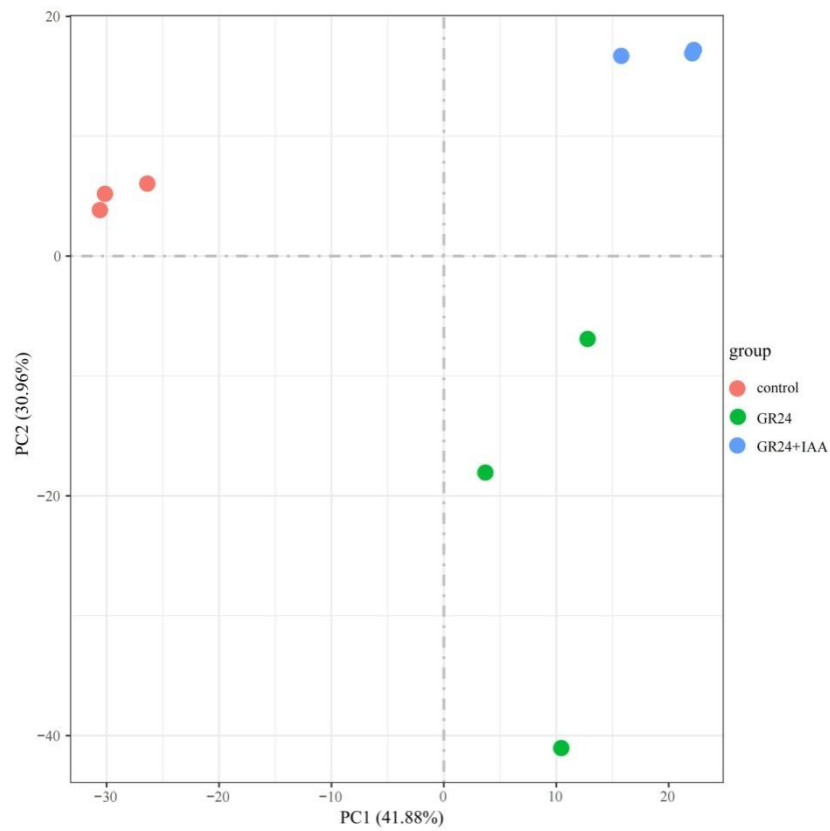

Fig S1. PCA of RNA-seq data of different treatment.

How the deposited data were processed for this re-analysis (not part of the article)

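RNA was sequenced from 9 libraries, 3 each of the control, GR24 and GR24+IAA groups. The paper names cut hypocotyls of 12 plants per treatment as the material in one place and adventitious roots, with 3 seedlings mixed per replicate, in another, and the sample records name hypocotyls. The authors sequenced on an Illumina HiSeq instrument, removed reads with adaptors, unknown bases or low quality, and mapped the clean reads to the melon genome of the Cucurbit Genomics Database. The text names neither the aligner nor the counting tool. The authors deposited 1 table with FPKM, fragments scaled by gene length and by a library total, in 9 columns of which none was left out. Each FPKM times the gene length was, to a tolerance of 0.02, a whole multiple of a step that was constant within a library, which gave back the fragments of each gene. The denominators behind these steps were proportional to median-of-ratios size factors of the recovered fragments, so a normalization between libraries is part of the deposited values and no further one was applied.

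The recovered fragments numbered 19274718 to 22375683 in the control libraries, 18102994 to 20554283 with GR24 and 19750870 to 24534415 with GR24+IAA, and 6851 of the 29399 genes had none in any library. The spread between libraries, not counting error, sets the precision of the values, since the chi-square per degree of freedom between libraries of a group was 14.1 to 117 where counting error alone gives about 1. Draws were simulated from the libraries' own spread with 200 changed genes. In them each fold size went 1 way only, so size and direction cannot be told apart. Over the 3 comparisons limma recovered 78.0% to 96.0% of 8-fold falls and 81.2% to 92.0% of 4-fold rises. Of 2-fold falls it recovered 34.0% to 40.0%. Of its 113 to 125 calls, 5 to 8 were false. Of 50 random gene sets tested with camera on the same draws, 1 had an unadjusted p under 0.05. Genes were drawn independently of each other, so this does not show how camera behaves on families whose genes move together. The draws also held far fewer changed genes than were called in the data.

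A gene was tested where FPKM was at least 1 in at least 3 libraries, which left 17906 genes. Values entered as log2(FPKM + 1) into 1 linear model with a mean for each of the 3 groups in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation along the mean-variance trend (6 residual and 3.12 prior degrees of freedom), and p was adjusted by the Benjamini-Hochberg method within each comparison. Changed genes had an adjusted p under 0.05, and the thresholds of the study were read as an unadjusted p of at most 0.05 with a log2 fold change of at least 1 in either direction. The paper states a p-value without saying whether it was adjusted, and names NOISeq, which was not installed. Principal components were taken from the centred log2 values of the tested genes. Other tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

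Gene families were gathered in 58 lists, by identifier where Figures 5 and 6 and Table S1 give one and otherwise by a pattern on the name of the best Swiss-Prot match, and 56 lists with at least 5 tested members went through limma's camera at a preset correlation of 0.01 and again at an estimated one. The patterns for AUX/IAA, SAUR, GH3, D-type cyclin, mitotic cyclin, root and heat shock genes were corrected after the protein names were read and before any fold change was computed. Genes named in the text are those the paper gives by identifier, the 10 largest rises and 10 largest falls per comparison among named genes with adjusted p under 0.05, a mean FPKM of at least 5 in the higher group and no overlap between the groups' libraries, up to 4 members per list and comparison with the smallest adjusted p, and members of the Figure 7 families that passed. The rule for named genes, the tests, the thresholds and the alternatives were set before the data were examined, with the exceptions stated here.

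The alternatives were a pseudocount of 0.1, no filter, an FPKM filter of 5 in 3 libraries, rescaling by TMM factors, quantile normalization, array weights, replicate number as a block, a fit to the 2 groups compared alone, each library left out in turn, an adjusted p at the thresholds of the study, a noise distribution written after the description of NOISeq, genes scaled to unit variance for the components, and camera's estimated correlation. The noise distribution counts the pairs of libraries within groups whose ratio and difference lie below those of a gene, with a probability of at least 0.95 and 0 replaced by 0.5. A call also needed a log2 fold change of at least 1 in either direction, unlike the recovery by limma. A 1.5-fold change lies below that limit and a 2-fold change right at it, so low recovery of these was set in advance. In the simulated draws of GR24 against control the noise distribution recovered 0% of 1.5-fold rises and of 2-fold falls. It recovered 50.0% of 4-fold rises and 22.0% of 8-fold falls. Voom on the recovered fragments and a fit with each library's trend on gene length removed (lowess, span 0.3) were added after the values were seen. No scaling moved the median log2 fold change of all tested genes by more than 0.1.

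Tests of GO terms and KEGG pathways were left out because the table holds no such terms. The reference table of locus tags shares 0 identifiers with the deposited genes and was not used. The genes of Figure 7 were matched by family name because the figure gives no identifiers. Read-level steps, morphology and qRT-PCR values were not analysed here.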

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

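Several gene families that the paper does not discuss had members above their level in the control libraries past the test. With GR24, 17 of 50 WRKY factors rose and 5 fell (25 and 7 when adjusted over the list alone, adjusted p = 9.3e-06 by camera, 0.38 with an estimated correlation), and the number that rose was 11 without control replicate 2, while the number that fell was 3 without control replicate 1 or 2 and 2 without control replicate 3. WRKY28 (MELO3C015910) rose from 32.3 ± 11.0 to 197 ± 66.8, a log2 fold change of 2.58 (SE 0.28, adjusted p = 6.7e-04), and WRKY72A (MELO3C002202) had one of 2.90 (SE 0.24, adjusted p = 2.4e-04). Among glutathione S-transferases, 10 of 43 genes rose and 5 fell (15 and 9 when adjusted over the list alone, adjusted p = 0.022 by camera, 0.72 with an estimated correlation), and the number that rose was 6 without control replicate 1, 5 without control replicate 3 and 16 without GR24 replicate 2, while the number that fell was 1 without control replicate 1 or 3, 2 without control replicate 2 or GR24 replicate 2, 3 without GR24 replicate 1 or GR24+IAA replicate 1 or 3 and 8 without GR24 replicate 3. GSTU8 (MELO3C001978) rose from 6.02 ± 1.03 to 62.3 ± 23.7, a log2 fold change of 3.10 (SE 0.31, adjusted p = 4.9e-04). Protease inhibitors were few, and 3 of 7 genes rose and 0 fell (3 and 0 when adjusted over the list alone, adjusted p = 0.025 by camera, 0.55 with an estimated correlation); the list did not pass camera after quantile normalization (adjusted p = 0.062).

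With GR24+IAA, 23 of 75 pectin enzymes rose and 4 fell (23 and 4 when adjusted over the list alone, adjusted p = 0.0015 by camera, 0.47 with an estimated correlation), and the number that rose was 14 without GR24+IAA replicate 3, while the number that fell was 2 without control replicate 3. A polygalacturonase (MELO3C009970) rose from 34.0 ± 0.643 to 416 ± 113, a log2 fold change of 3.54 (SE 0.20, adjusted p = 3.1e-05), and the pectinesterase PME7 (MELO3C015962) had one of 2.57 (SE 0.38, adjusted p = 0.0015). Under GR24, 8 of 12 mitotic cyclins rose and 0 fell (9 and 0 when adjusted over the list alone, adjusted p = 3.0e-05 by camera, 0.40 with an estimated correlation), and the number that rose was 3 without control replicate 1 or 3, 4 without control replicate 2 and 5 without GR24 replicate 1 or GR24+IAA replicate 1. Under GR24+IAA, 11 of the 12 rose and 0 fell (11 and 0 when adjusted over the list alone, adjusted p = 8.1e-07 by camera, 0.38 with an estimated correlation). CYCB2-4 (MELO3C017022) rose from 6.91 ± 2.34 to 22.8 ± 10.6 and 41.5 ± 1.64, log2 fold changes of 1.53 (SE 0.31, adjusted p = 0.010) and 2.47 (SE 0.31, adjusted p = 7.1e-04), and CYCA1-1 (MELO3C010643) had 1.30 (SE 0.22, adjusted p = 0.0042) and 1.97 (SE 0.22, adjusted p = 4.3e-04). Of chromatin proteins, with GR24 7 of 29 core histones rose and 0 fell (15 and 0 when adjusted over the list alone, adjusted p = 1.1e-06 by camera, 0.54 with an estimated correlation), and the number that rose was 1 without control replicate 1, 2 without control replicate 3, GR24 replicate 2 or GR24+IAA replicate 2, 20 without GR24 replicate 1, 3 without GR24+IAA replicate 1 and 4 without GR24+IAA replicate 3. With GR24+IAA, 6 of 29 core histones rose and 0 fell (6 and 0 when adjusted over the list alone, adjusted p = 2.5e-04 by camera, 0.64 with an estimated correlation), and the number that rose was 12 without GR24 replicate 1 and 19 without GR24 replicate 3; after quantile normalization 10 rose and 1 fell. H2AV (MELO3C014317) had log2 fold changes of 0.77 (SE 0.14, adjusted p = 0.0073) and 0.84 (SE 0.14, adjusted p = 0.0028). No group has 4 or more libraries, so no library was tested for standing apart from its group by a critical value.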

How the results depend on the processing

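Voom and the removal of the length trend were chosen after the values were seen, and the other alternatives were not. The main fit gave 3374, 5270 and 2642 changed genes for GR24 against control, GR24+IAA against control and GR24+IAA against GR24. Array weights gave 7927, 9970 and 6797 in the same order, with weights from 0.0949 for GR24 replicate 3 to 6.93 for control replicate 3. Those counts thus lean on some libraries far more than on others. A fit to the 2 groups compared alone gave 2198, 8217 and 1066. That fit takes the spread from those groups, while the main fit shares 1 spread over all 3. Between libraries the chi-square per degree of freedom was 37.8 to 117 within GR24. It was 14.1 to 28.4 within the control and 19.4 to 30.3 within GR24+IAA. The cause of these differences was not tested. The noise distribution called 226, 697 and 159 genes at the thresholds of the study in the same order, where limma called 1769, 2263 and 1524; the cause was not tested. Genes up in all 3 comparisons, 28 in number, were 60 with a pseudocount of 0.1, 48 with array weights and 63 with voom, and genes down in all 3, 45 in number, were 79 with the lower pseudocount and 86 with voom; the cause was not tested. With genes scaled to unit variance the first component held 34.3% of the variance, where it held 42.1% without; the cause was not tested. Lists past camera numbered 17, 22 and 24 of 56, and with an estimated correlation 0, 0 and 0, with 8, 7 and 5 at an unadjusted p under 0.05; the cause was not tested. Of the Figure 5 and 6 genes, 24 changed between the treated groups, and 14 did in the fit to the 2 groups compared alone; the cause was not tested.

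Leaving out 1 library at a time gave 1550 to 4233 changed genes for GR24 against control, 3240 to 8106 for GR24+IAA against control and 1089 to 4252 for GR24+IAA against GR24. The lowest counts came without control replicate 3, control replicate 3 and GR24+IAA replicate 3, and the highest without GR24 replicate 3, GR24 replicate 3 and GR24 replicate 2. At the thresholds of the study the ranges were 1643 to 1992, 2152 to 2342 and 1170 to 2116. Genes up in all 3 comparisons ranged from 18 without GR24 replicate 1 to 55 without GR24 replicate 2, and genes down in all 3 from 35 to 53. The components held 38.6% to 57.3% and 23.0% to 36.0%, lists past camera numbered 16 to 20, 21 to 23 and 22 to 26, and changed genes of Figures 5 and 6 numbered 19 to 29, 21 to 36 and 10 to 26. The cause of these ranges was not tested. The totals of changed genes and of genes at the thresholds of the study stayed within 1.5 times under the lower pseudocount, no filter, the FPKM filter of 5, TMM rescaling, quantile normalization, the replicate block, voom and the length trend removed, and the latter totals also with array weights, an adjusted p and the 2 groups alone.

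Among values of named genes, no sign of a gene that passed was reversed under any of these alternatives. With single libraries left out, 3220 kept their side of the threshold, 196 no longer passed and 40 newly passed, and under the other alternatives 3745, 53 and 80. For list tests these were 1458, 19 and 35 with single libraries left out and 1731, 86 and 27 otherwise, of which 63 that no longer passed belong to the estimated correlation. The signs of Figures 5 and 6 equal to row-centred changes stayed at 89.2% to 90.6% and those equal to uncentred changes at 74.2% to 77.0% over the pseudocount, filters and scalings. DESeq2 and edgeR were set for a file with a column of raw counts and were left out. With 3 libraries in a group, a library left out leaves 2, and the fit then draws the spread from all groups. The filter of 3 libraries is also applied anew, so a gene with an FPKM of at least 1 only in that group goes untested and leaves the count. At this depth 6851 genes had no fragments in any library and were not tested, and of simulated 1.5-fold rises limma recovered 12.8% to 22.0%.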

Differences from the paper's values

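Voom was chosen after the values were seen, and so was the removal of the length trend. For GR24 against control the paper's total of genes past its thresholds is 2742, and limma on log2(FPKM + 1) gave 1769 at the same numerical cuts. The added 1 shrinks the fold changes of genes at low FPKM, so a cut of 1 is stricter for them than on FPKM ratios. Among the alternatives set before the data were examined, 2250 with a pseudocount of 0.1, 1992 without GR24 replicate 1 and 1903 without GR24 replicate 2 lay within 1.5 times of the paper's value, and the others did not. The paper's number of genes up is 1683 and the value here 1072, with 1315 at the lower pseudocount and 1130 without GR24 replicate 2 within 1.5 times and the other alternatives not. The paper's number of genes down is 1059 and the value here 697. Within 1.5 times were 935 with the lower pseudocount, 713 without a filter, 726 with TMM rescaling, 740 with quantile normalization, 712 with the replicate block and 908 and 773 without GR24 replicates 1 and 2, and the others were not. For GR24+IAA against GR24 the paper's total is 2321 and the value here 1524, and within 1.5 times were 1972 with the lower pseudocount, 1561 without a filter, 1652 with array weights and 2116 without GR24 replicate 2, and the others were not. The paper has 1690 of these down and the value here is 1101, and within 1.5 times were 1362, 1137, 1197 and 1419 under the same alternatives in that order, and the others were not.

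The paper's number of genes up in all 3 comparisons is 59 and the value here 28, with 60 at the lower pseudocount, 48 with array weights and 55 without GR24 replicate 2 within 1.5 times and the other alternatives not. The paper's number down in all 3 is 81 and the value here 45, with 79 at the lower pseudocount and 63 with array weights within 1.5 times and the others not. Voom, chosen after seeing the values, gave 2282 in total, 1302 up and 980 down for GR24 against control, 1970 in total and 1334 down for GR24+IAA against GR24, and 63 up and 86 down in all 3 comparisons, all within 1.5 times of the paper's values, and it dropped 1 of the 59 genes of Figures 5 and 6 and Table S1 that limma on log2(FPKM + 1) called in any comparison. Removing the length trend, also chosen after seeing the values, gave 719 genes down with GR24, within 1.5 times of the paper's number, and its values for the other counts named so far were not. The paper used NOISeq, and the noise distribution tried here gave none of the totals, 226 and 159, within 1.5 times.

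The paper has most auxin synthesis genes of Figure 5 up with GR24 and again from GR24 to GR24+IAA. Over the 7 that were tested, 1 had a positive and 6 a negative log2 fold change with GR24, with 0 past the test as rising and 4 as falling, and 2 were positive and 5 negative from GR24 to GR24+IAA, with 1 rising and 1 falling past it. It has CYP71A up with GR24, while the gene (CYP71AN24, MELO3C002310) had FPKM of 0.347 ± 0.0253 in the control and 0.0392 ± 0.0679 with GR24, under the limit of the test. It has amiE up from GR24 to GR24+IAA, and AMI1 (MELO3C015328) had a log2 fold change of -0.31 (SE 0.17, adjusted p = 0.23), while its fall with GR24+IAA against the control went the same way in both. It has a YUC gene up with GR24, and the tested genes YUC6 (MELO3C011158) and YUC8 (MELO3C022404) had -0.23 (SE 0.28, adjusted p = 0.59) and -0.13 (SE 0.19, adjusted p = 0.67), with YUC4 (MELO3C011221) too low to be tested. The falls of the dehydrogenases against the control went the same way in both. The gene drawn as TAA1, TAR2 (MELO3C026272), was too low to be tested. Its FPKM was 0.706 ± 0.232 in the control, 0.223 ± 0.115 with GR24 and, within the spread of the control, 0.538 ± 0.272 with GR24+IAA. The paper has 4 of the 9 GH3 genes up with GR24 and 3 from GR24 to GR24+IAA. Here 3 and 2 rose past the test, near those numbers, and 7 and 6 had positive log2 fold changes of any size. The paper has most AUX/IAA genes of Figure 5 down with GR24, where of 13 genes 7 were positive and 6 negative, with 5 rising and 4 falling past the test.

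The strigolactone synthesis genes crtB-1, crtP and crtQ are up from GR24 to GR24+IAA in the paper. Here PSY (MELO3C025102), PDS (MELO3C017772) and ZDS (MELO3C024674) had log2 fold changes of -0.35 (SE 0.13, adjusted p = 0.098), -0.63 (SE 0.14, adjusted p = 0.020; not passed without GR24 replicate 1 or GR24+IAA replicate 2 or 3 or from the 2 groups alone) and -0.62 (SE 0.13, adjusted p = 0.016; not passed without GR24 replicate 1 or GR24+IAA replicate 2 or 3), and their falls against the control went the same way in both. A D14 gene is up with GR24+IAA against the control in the paper, where the match to D14 (MELO3C010810) had -0.89 (SE 0.20, adjusted p = 0.0094) and that to KAI2 (MELO3C020865) -2.31 (SE 0.27, adjusted p = 5.8e-04). SMAX went down against the control in both. EIN3 is up from GR24 to GR24+IAA in the paper, and its matches MELO3C015633 and MELO3C019931 had -0.34 (SE 0.15, adjusted p = 0.16) and -0.06 (SE 0.21, adjusted p = 0.87). Figure 7 gives no identifiers, so the remaining families are compared as wholes. The paper has PYR/PYL genes and a TGA gene up with GR24+IAA against the control, where 0 of 12 and 0 of 7 rose past limma's test and 5 and 5 fell. PYL2 (MELO3C016864) had FPKM of 1.81, 1.71 and 3.02 in the control libraries and 1.73, 6.56 and 11.1 with GR24+IAA. Its mean thus lay in the direction of the paper but did not pass. Of PYR/PYL genes, the number that rose was 1 without GR24+IAA replicate 1, while the number that fell was 3 without any single control library or GR24+IAA replicate 2, and of TGA genes the number that fell was 3 without control replicate 1 or 3 or GR24+IAA replicate 1 or 3. It has SnRK2 genes up from GR24 to GR24+IAA, where of 11 tested genes 0 rose and 4 fell, and the number that fell was 2 without control replicate 2 or 3 or GR24 replicate 3 and 1 without GR24 replicate 1 or any single GR24+IAA library. The falls of BKI1 and the rises of BRI1 and of CYCD3 genes with GR24+IAA went the same way in both.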

Other observations

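The tests of a gene length trend and of an exchanged library, and those on changes shared by both treatments, were chosen after the result was seen, as was the fit with the length trend removed. Some genes that GR24 raised stood near the control level once IAA was added. Of the 1805 genes that rose with GR24, 603 (33.4%) fell again from GR24 to GR24+IAA, where independent lists would share 166, and of the 1569 that fell 163 (10.4%) rose again, where independent lists would share 87.6. NRT2.1 (MELO3C004970) had FPKM of 0.0785 ± 0.136, 20.4 ± 3.96 and 0.343 ± 0.442 in control, GR24 and GR24+IAA, and PHT1-3 (MELO3C006428) 0.0205 ± 0.0355, 22.5 ± 6.30 and 0.0567 ± 0.0611, with log2 fold changes from GR24 to GR24+IAA of -4.03 (SE 0.25, adjusted p = 1.3e-04) and -4.44 (SE 0.20, adjusted p = 3.3e-05). The comparisons share the GR24 libraries, which by itself makes a rise and a later fall more frequent than in independent lists, and this share was not simulated.

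Lists of root and heat shock genes did not pass camera. Of 8 root genes tested, 2 rose and 3 fell with GR24+IAA against the control (2 and 3 when adjusted over the list alone, adjusted p = 0.94 by camera, 0.95 with an estimated correlation), and the number that rose was 1 after TMM rescaling; the number that rose was 0 without control replicate 1 or GR24+IAA replicate 3 and 1 without control replicate 2 or 3, GR24 replicate 1 or GR24+IAA replicate 1 or 2; the number that fell was 0 without control replicate 2 or 3 or GR24+IAA replicate 2 or 3. Of 41 heat shock protein genes tested, 1 rose and 9 fell with GR24 (1 and 9 when adjusted over the list alone, adjusted p = 0.18 by camera, 0.60 with an estimated correlation), and the number that rose was 0 without any single control library and 2 without GR24 replicate 1 or 3, while the number that fell was 2 without control replicate 1 and 1 without control replicate 3. Genes whose libraries did not overlap between the groups numbered 6878 (38.4%) for GR24 against control, 10410 (58.1%) for GR24+IAA against control and 6385 (35.7%) for GR24+IAA against GR24, where chance gives 10%. The 6 libraries of a comparison can be split in 10 ways, of which the real one is 1, so no share under 0.05 can be reached. The real splits gave 3374, 5270 and 2642 changed genes by limma, and the highest of the other splits 2, 0 and 0, or 1749, 223 and 1393 at an unadjusted p under 0.05.

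GR24 replicate 3 stood apart from its group mates. A gene length trend in this library was tested by removing it, and the SD of its deviations from its mates went from 0.700 to 0.652, above the largest SD of any other library, 0.495, which argues against the trend as the whole explanation. An exchange with a library of another group was tested by correlation across genes, which was 0.934 with the mean of its mates and 0.871 and 0.881 with those of control and GR24+IAA, which argues against an exchange. A stronger response to GR24 in this library was tested by whether its deviation from one mate follows the change of the other from the control, and the correlations across genes of 0.0362 and 0.0858 lay between the bounds set for and against it, so it may hold or not. Its lower number of genes with fragments and a difference in RNA quality between libraries, for which the files give no values, stay open, as does a difference between seedlings.

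Both treated groups changed many of the same genes against the control. Control libraries that serve both comparisons were tested as the whole explanation. At the thresholds of the study 424 genes were up in both, where draws of groups without any changed gene and with shared controls gave at most 12. Independent lists of the observed sizes would already share 61.8. The draws therefore cannot show how much the shared controls add to lists of these sizes. The sampling day stays open, since the time labels give the control libraries another day than both treated groups and the 2071 genes changed the same way in both are what a difference in day and a shared effect of GR24 would each give. A difference in sampling day and an effect of GR24 cannot be told apart for these genes, because no control library carries the day of the treated groups in those labels. In the same labels the GR24 and GR24+IAA libraries carry 1 day, so their comparison does not hold this difference.

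The colours of Figures 5 and 6 were compared with the signs of log2 fold changes, read by eye for 50 tested genes in 149 cells. They equalled the sign of changes centred on the mean of each gene's 3 comparisons in 135 cells (90.6%) and the sign of the uncentred changes in 114 (76.5%), a difference of 14.1 percentage points. From GR24 to GR24+IAA the numbers were 48 and 33 of 49 cells, and with GR24 against the control 47 and 41 of 50. A candidate explanation is that the colours show row-centred values, in which a red cell marks a comparison above the gene's own mean and not a rise. The figures state no centring. With GR24+IAA against the control the change is the sum of the other changes of a gene, so centring keeps its sign. Both readings therefore equalled the colours in the same 40 of 50 cells, and the rest went against both. These cells cannot tell the readings apart, and they also count in the totals of 149.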
